# Early life diet conditions the molecular response to post-weaning protein restriction in the mouse

**DOI:** 10.1186/s12915-018-0516-5

**Published:** 2018-05-02

**Authors:** Amy F. Danson, Sarah J. Marzi, Robert Lowe, Michelle L. Holland, Vardhman K. Rakyan

**Keywords:** Nutrition, protein restriction, ribosomal DNA, DNA methylation, small RNA, mismatch

## Abstract

**Background:**

Environmental influences fluctuate throughout the life course of an organism. It is therefore important to understand how the timing of exposure impacts molecular responses. Herein, we examine the responses of two key molecular markers of dietary stress, namely variant-specific methylation at ribosomal DNA (rDNA) and small RNA distribution, including tRNA fragments, in a mouse model of protein restriction (PR) with exposure at pre- and/or post-weaning.

**Results:**

We first confirm that pre-weaning PR exposure modulates the methylation state of rDNA in a genotype-dependent manner, whereas post-weaning PR exposure has no such effect. Conversely, post-weaning PR induces a shift in small RNA distribution, but there is no effect in the pre-weaning PR model. Intriguingly, mice exposed to PR throughout their lives show neither of these two dietary stress markers, similar to controls.

**Conclusions:**

The results show that the timing of the insult affects the nature of the molecular response but also, critically, that ‘matching’ diet exposure either side of weaning eliminates the stress response at the level of rDNA methylation and small RNA in sperm.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-018-0516-5) contains supplementary material, which is available to authorized users.

## Background

Various environmental factors, such as levels of physical activity or poor diet, can potentially influence health and disease states in mammals. As environmental stressors can operate at any point during the life course [1], it is necessary to understand how the timing of exposure to these factors influences molecular responses. Within this context, understanding the dynamics of molecular markers of the stress response would greatly enhance the ability to monitor the impact of environmental stressors in mammals and, ultimately, to gain mechanistic insight into the stress pathways involved.

Recently, we reported that protein restriction (PR) in mice from conception until weaning induced a linear correlation between growth in early life and DNA methylation within the ribosomal DNA (rDNA) promoter [2]. rDNA codes for the ribosomal RNA that contributes to the structure of the ribosome and exists in the genome in tandem repeats at multiple loci (Fig. 1a) [3]. We found a significant negative relationship between mice weaning weight and methylation status of a specific functional CpG, 133 bp upstream of the transcriptional start site of the rDNA locus (CpG −133), the methylation of which is associated with suppression of transcription of that particular rDNA gene copy [2, 4]. However, this relationship was only observed in mice exposed to in utero PR, and not in controls [2]. This epigenetic response remained into adulthood, even after the PR mice were put on a control diet after weaning. Crucially, this response only occurred at a subset of the rDNA copies within the mouse genome, specifically those containing an ‘A’ base at position 104 bp upstream of the TSS (Fig. 1a). rDNA copies with ‘C’ at this position did not show environment-induced methylation dynamics at CpG −133. Furthermore, the epigenetic state correlated with both transcriptional and phenotypic outcomes, and hypermethylation of rDNA was also identified after exposure to both high-fat and obesogenic diets from conception to weaning [2]. Collectively, these results identified a mammalian example of epigenetic dynamics induced by an interaction between the genotype and the early life environment. Mouse rDNA hypermethylation in response to in utero PR exposure was also independently demonstrated by Denisenko et al. [5].

**Fig. 1:**
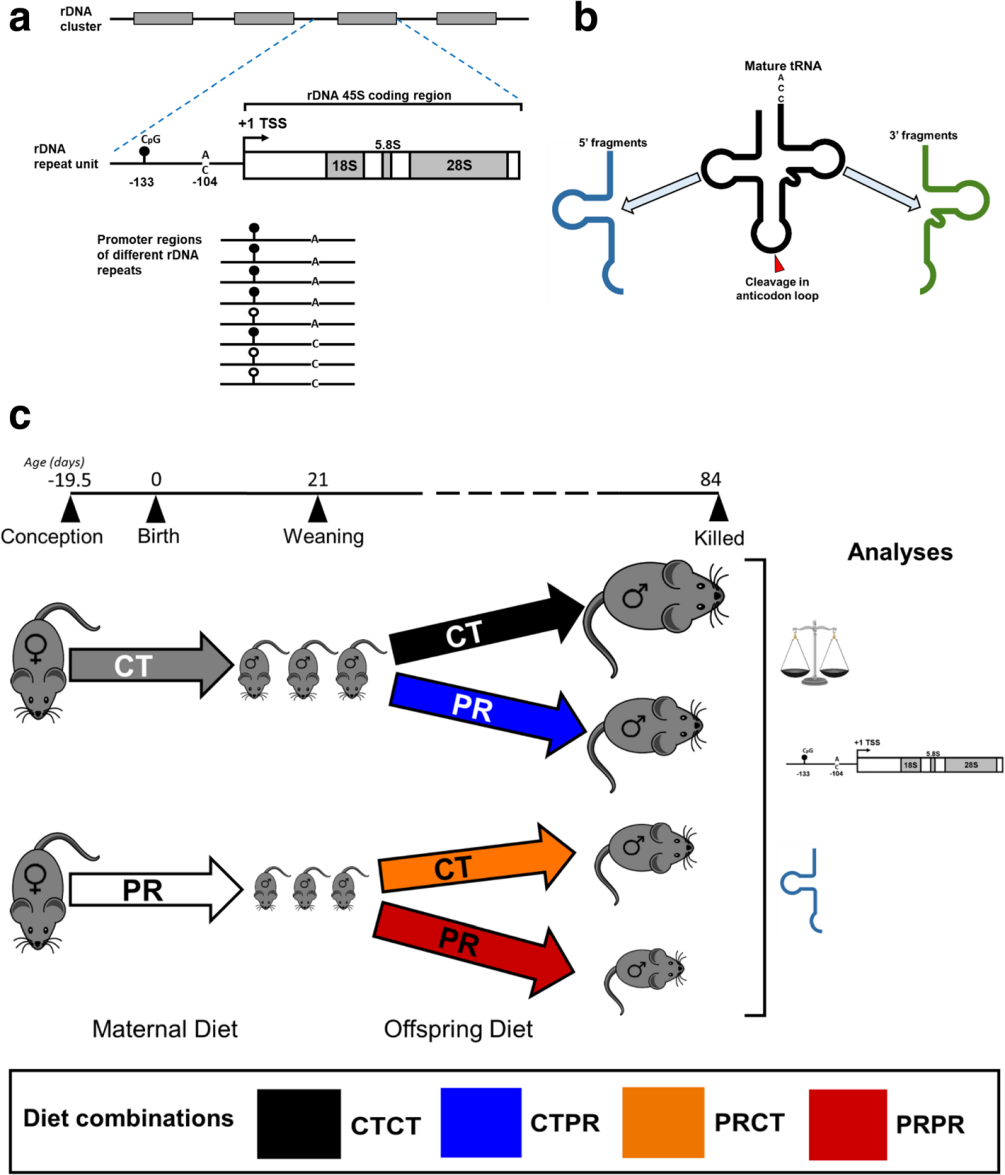
A C57BL/6 J protein restriction mouse model that combines two previously studied models with contradictory molecular consequences. **a** BisPCR-seq was used to simultaneously analyse methylation at CpG −133 (methylation = black circles) and genetic variation at the A/C SNP at position −104 bp in the promoter region of the 45S rDNA tandem repeats. **b** Small RNA-seq was used to analyse tRNA fragments derived from cleaved mature tRNAs. **c** Breeding and experimental scheme. Pregnant female C57BL/6 J mice were put on either a control (CT, 20% protein) or protein restricted (PR, 8% protein) diet from conception to the end of lactation. Male offspring in each litter were put on either a CT or PR diet from weaning to give four diet combinations – CTCT (black), CTPR (blue), PRCT (orange), PRPR (red). As in previously studied models, phenotype, rDNA methylation and tRNA fragment analyses were performed on sperm and other tissues taken at 84 days of age

On the other hand, Shea et al. [6] reported a mouse model in which they exposed mice to a PR diet from weaning onwards, and although they observed substantial genetic and epigenetic heterogeneity at rDNA, there were no observable diet-specific effects. Both our group [2] and Shea et al. [6] examined inbred C57BL/6 J mice and used similar PR exposures. Although part of the reason for the discrepant observations between these two studies could be that Shea et al. [6] did not discriminate between the A or C genetic variants, another potential explanation lies in the differences in the timing of PR exposure. Interestingly, using a similar post-weaning PR exposure mouse model (albeit in a different mouse strain), the authors subsequently reported a marked increase in transfer RNA (tRNA) fragments that result from the cleavage of mature tRNAs at specific sites [7] (Fig. 1b). Separately, Chen et al. [8] reported tRNA fragments to be increased in the sperm of male mice after being fed a high-fat diet post-weaning.

Although valuable insights have been gained by previous genomic and epigenomic analyses performed in the context of dietary models in rodents [9–13], what is noteworthy about the findings related to rDNA and tRNA fragments is that they have been reported by independent groups in different dietary exposure models [2, 5, 7, 8, 14]. Indeed, both rDNA and tRNA fragments have been implicated in cellular stress response mechanisms that are conserved amongst species [15–20]. Given the potential of rDNA and tRNA fragments to be robust ‘molecular barometers’ of dietary stress in different experimental models, including rodents, we set out to address three key inter-related questions raised by the recent studies described above. Firstly, is the difference in rDNA responses between our previous model [2] and that of Shea et al. [6] due to the timing of the PR exposure? Secondly, are tRNA fragments upregulated when the environmental challenge is experienced during early life? And finally, what happens when the animal is exposed to poor nutrition throughout the life-course? Answers to these questions would, in a more general sense, provide an enhanced understanding of how the timing of environmental exposures impacts the dynamic molecular responses of a mammalian genome.

## Results

Pregnant inbred C57BL/6 J mice were fed either a control (CT, 20% protein, 11 litters) diet or a PR (8% protein, 10 litters) diet throughout pregnancy and lactation (Additional file 1: Table S1). All litters were derived from independent females, i.e., no females were used to generate more than one litter. At weaning (3 weeks), the male offspring from each litter were assigned to either the CT or PR diet until they were killed at 11–13 weeks of age (Fig. 1c). Four diet combinations were therefore studied, namely (1) CT throughout life (CTCT, *n*_*Litters*_ = 10), (2) CT pre-weaning followed by PR post-weaning (CTPR, as in Shea et al. [6], *n*_*Litters*_ = 11), (3) PR pre-weaning followed by CT post-weaning (PRCT, as in Holland et al. [2]*,* 2016, *n*_*Litters*_ = 9) and (4) PR throughout life (PRPR, *n*_*Litters*_ = 10).

We previously demonstrated that body weight at weaning was significantly lower in offspring of mothers fed a PR diet [2]. Our data in the present study replicates this finding, as offspring exposed to pre-weaning PR were, on average, 34% lighter than the offspring of CT-fed mothers (Fig. 2a dotted line, *P* = 2.2 × 10^− 16^). After weaning, the growth rate of mice was determined by a post-weaning diet (Fig. 2a, Additional file 1: Figure S1a). Despite this, the absolute weight of the PRCT group did not catch up to that of the CTCT group, indicating that the post-weaning diet could not compensate for the growth retardation induced by the pre-weaning diet.

**Fig. 2:**
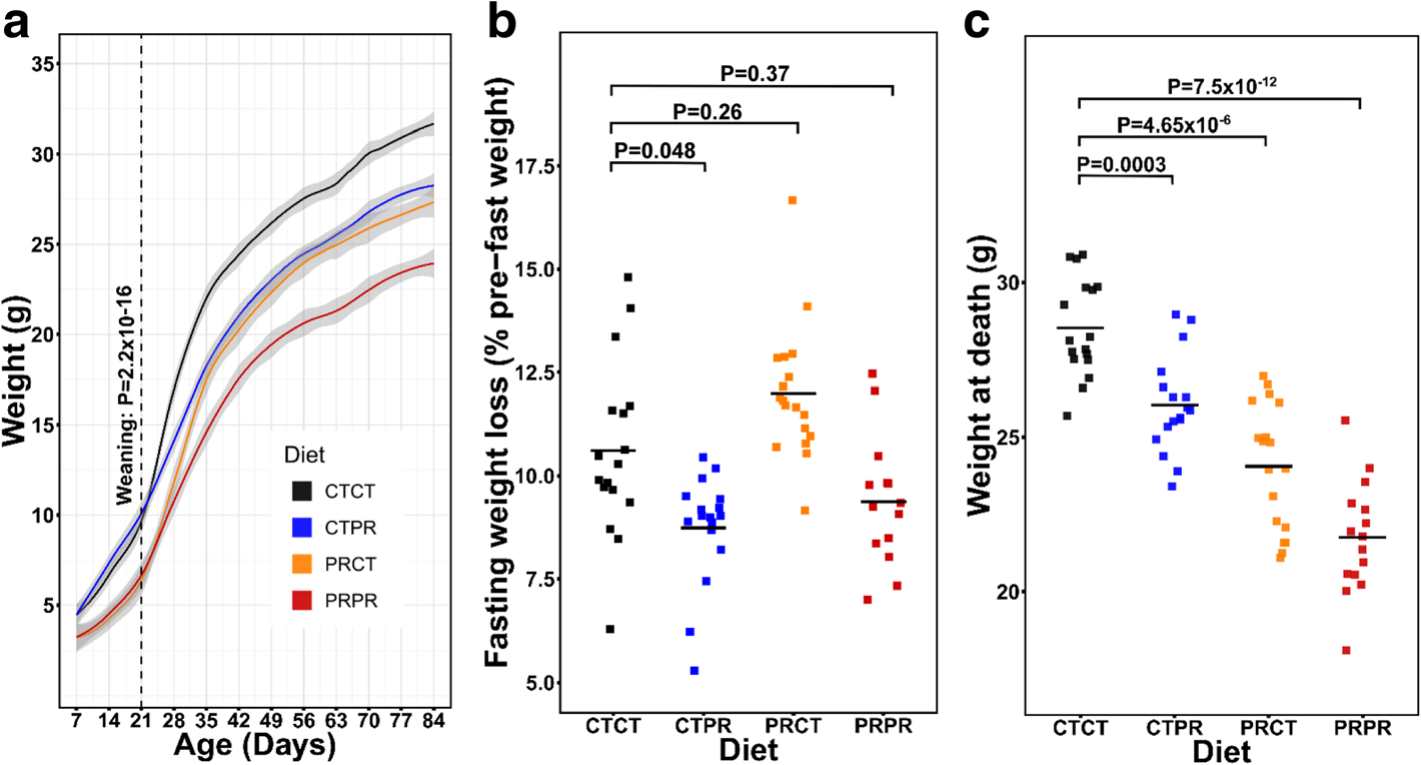
A C57BL/6 J protein restriction mouse model that replicates phenotypes seen previously. **a** Weight progression of male offspring between 7 and 84 days of age. Grey shading = 95% confidence interval. Dotted line = time of weaning. Weaning weights of male offspring exposed to PR diet (*n* = 33, *n*_*Litters*_ = 10) were 34% lower than those exposed to CT diet (*n* = 34, *n*_*Litters*_ = 11). *P* = 2 × 10^− 16^, Welch’s *t* test using litter means. **b** Fasting weight loss during 16 h fast as a proportion of pre-fast weight was lower in CTPR (mean = 8.87%, *n* = 17, *n*_*Litters*_ = 11) than CTCT (mean = 10.6%, *n* = 17, *n*_*Litters*_ = 10) (*P* = 0.048) and the same in PRCT (mean = 11.99%, *n* = 18, *n*_*Litters*_ = 9) and PRPR (mean = 9.37%, *n* = 15, *n*_*Litters*_ = 10) as CTCT (*P* = 0.26 and *P* = 0.37). A linear model was run for each phenotype against diet and sibling relatedness was accounted for using robust standard errors. *P* values were adjusted for *n* = 3 tests using Bonferroni’s method. **c** Weight at death was distinct between the four diet groups. CTPR mice were significantly lighter (mean = 26.05 g) than CTCT mice (mean = 28.53 g) at death (*P* = 0.0003). PRCT mice were lighter than CTCT mice (mean = 24.06 g, *P* = 4.65 × 10^− 6^) and PRPR mice were the lightest (mean = 21.76 g, *P* = 7.5 × 10^− 12^). A linear model was run for each phenotype against diet and sibling relatedness was accounted for using robust standard errors. *P* values were adjusted for *n* = 3 tests using Bonferroni’s method

Mice were killed at 11–13 weeks of age, after overnight fasting. The death weights of the four diet groups were significantly different from each other (Fig. 2c; CTPR *P* = 0.0003, PRCT *P* = 4.65 × 10^− 6^, PRPR *P* = 7.5 × 10^− 12^) and this was because CTPR mice lost less weight than CTCT mice (Fig. 2b; *P* = 0.048), whilst weight loss in PRCT and PRPR mice was similar to the controls (*P* = 0.26 and *P* = 0.37, respectively). Interestingly, despite their differences in size, relative organ and fat deposit weights were the same between the CTCT and the PRPR groups (Additional file 1: Figures S2 and S3), except for the relative kidney weight, which was lower in the PRPR group (Additional file 1: Figure S2e).

Overall, the PR model reported here replicates the phenotypes seen previously by our group [2] and others in the PRCT [2, 21] and CTPR branches [22, 23]. We have extended the model to include the PRPR group, which, despite being the lightest in body mass, appears to differ little from the CTCT group in terms of phenotype, at least as measured between 11 and 13 weeks.

To study the molecular responses to differences in timing of PR exposure, we focussed on mature sperm, as this was the common tissue between the previous models from our group [2] and the model from Sharma et al. [7], thus permitting direct comparison. High sperm purity was consistently obtained (Additional file 1: Figure S4). Extracted DNA was sequenced by multiplex bisulfite PCR sequencing (‘BisPCR-Seq’), as in Holland et al. [2]. This method allowed quantification of the A/C genetic variant frequency at position −104 bp in the promoter region of rDNA and of the frequency of methylation at the functional CpG site at −133 bp.

In our previous work, only the CTCT and PRCT groups were examined. The key finding was that maternal PR induced a correlation between the relative number of rDNA copies with an ‘A’ at position −104 bp in an individual (%A) and the frequency of methylation of A variants at CpG −133 (CpG –133 A meth%, abbreviated to A_meth%_). The present study replicates these findings, with a positive correlation between %A and A_meth%_ in the PRCT group (Fig. 3c; PRCT orange, cor = 0.50; linear model with robust standard errors, *P*_*lin*_ = 0.0008) but not in the CTCT group (Fig. 3a; CTCT black, cor = −0.25; linear model with robust standard errors, *P*_*lin*_ = 0.99). We used all mice in this analysis (rather than litter averages) as well as a linear model with robust standard errors to correct for relatedness among littermates (see Methods). Expanding upon our previous work, we examined this relationship in the other dietary regimes in the present study. We observed no correlation between %A and A_meth%_ in the CTPR group (Fig. 3b; CTPR blue, cor = −0.59; linear model with robust standard errors, *P*_*lin*_ = 0.15), suggesting that exposure to PR pre-weaning is necessary for the induction of this particular DNA methylation response at rDNA. Surprisingly, there was no relationship between %A and A_meth%_ in the PRPR group (Fig. 3d; PRPR red, cor = −0.14; linear model with robust standard errors, *P*_*lin*_ = 0.99), suggesting that post-weaning PR may reverse the effect of pre-weaning PR. We conclude from these findings that rDNA epigenetic responses to malnutrition may also be modulated by a post-weaning diet.

**Fig. 3:**
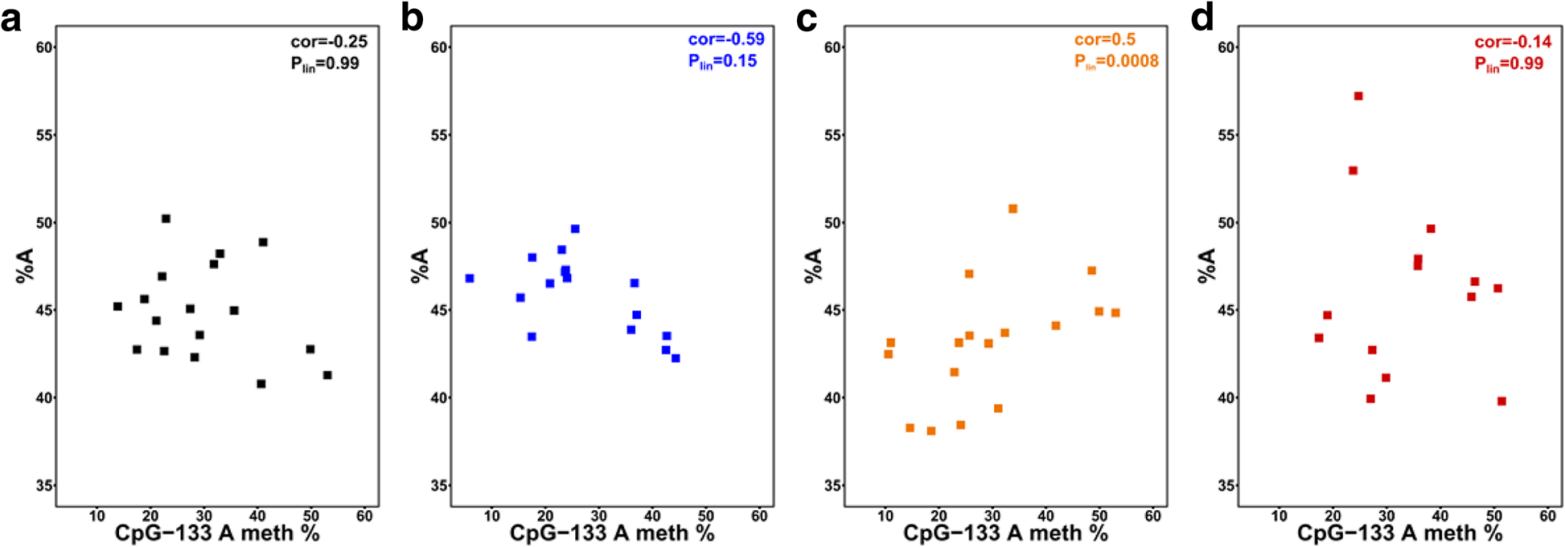
Molecular changes to variant-specific rDNA methylation response to protein restriction are restricted to pre-weaning exposure. **a** In sperm, percentage of rDNA copies with an A at position −104 bp (%A) does not correlate with percentage of those A copies with methylation at CpG −133 (CpG –133 A meth %) in CTCT (black, *n* = 17, *n*_*Litters*_ = 10, cor = −0.25, adjusted *P*_*lin*_ = 0.99). **b** %A in CTPR (blue, *n* = 17, *n*_*Litters*_ = 11, cor = −0.59, adjusted *P*_*lin*_ = 0.15). **c** %A correlates positively with CpG –133 A meth % in PRCT (orange, *n* = 16, *n*_*Litters*_ = 9, cor = 0.5, adjusted *P*_*lin*_ = 0.0008). **d** There was no correlation between %A and CpG –133 A meth % in PRPR (red, *n* = 14, *n*_*Litters*_ = 10, cor = −0.14, adjusted *P*_*lin*_ = 0.99). Pearson’s product moment correlation coefficients are given and a linear model was run to assess the relationship in group with sibling relatedness being accounted for using robust standard errors. *P* values are adjusted for *n* = 4 tests using Bonferroni’s method

Having established that the rDNA variant-specific methylation changes in response to protein restriction occur during early life only, we next sought to analyse tRNA fragment and small RNA profiles in the four different groups. Small RNA was extracted from the same sperm samples and RNA-seq was performed. 

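Small RNA libraries of sperm from 38 mice were analysed, 10 in the CTCT group, 9 in the CTPR group, 9 in the PRCT group and 10 in the PRPR group. The first 2 letters name the diet of the dam up to weaning at 21 days and the last 2 the diet after weaning, with 20% protein in the control diet (CT) and 8% in the protein-restricted diet (PR). The mouse, its litter and its diet group were taken from Table S2. For mice 47I1 and 47I2, littermates from a CT litter, Table S2 gives the CTPR and the CTCT group respectively, whereas the labels of the deposited samples give the opposite. Table S2 was followed, and the other grouping and leaving out litter 47I were run as alternatives. Littermates were shared between groups, so that 8 litters held both a CTCT and a CTPR mouse and 9 litters both a PRCT and a PRPR mouse. The number of reads mapped to the genome per mouse ranged from 4465281 to 6706672 in the CTCT group (median 6164421), from 4596770 to 7316533 in the CTPR group (median 6821362), from 5744388 to 7612603 in the PRCT group (median 6519785) and from 5551605 to 6858901 in the PRPR group (median 6184420). These totals are the ones given in Table S2 and were used for normalisation. Depth, as reads mapped to the genome on the log2 scale, was 0.08 higher in the CTPR than in the CTCT group without regard to litter (two-sided exact permutation test, P = 0.388). All reads of the library were 12011300 ± 582312 (SD) in the CTPR group and 11179000 ± 350652 in the CTCT group. That difference was not tested. Between littermates, the CTPR mouse had more reads mapped to the genome in 7 of 8 litters (mean log2 difference 0.08, exact sign-flip permutation test, P = 0.0156). No pair of mice in a group had read counts that differed by less than the sampling noise (smallest chi-square per degree of freedom 143). This speaks against copied counts, but cannot show that samples are independent, as only counting noise is allowed for. Each mouse was counted as a separate sample because Table S2 lists it as one.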

Reads were aligned to the whole genome and then to databases for tRNA, Piwi-interacting RNA (piRNA), microRNA and other small RNA categories. 

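The authors deposited, for each mouse, the number of reads assigned by the SPORTS 1.0 pipeline to each small RNA class and, for miRNA, tRNA and piRNA, to each member of the class, without normalisation. SPORTS maps small RNA reads to the genome (here mm10) and then annotates them against databases of small RNA. Reads matching the genome and reads not matching it are counted separately, and only the former were used. From these counts, the reads in each class were summed over the databases that list it, a step the paper's methods do not describe, and divided by the number of reads mapped to the genome, as they do describe, which gave 11 categories including unannotated reads and all other reads, the latter taken as the remainder. The class totals differ from the total of reads mapped to the genome in every mouse, by between -130 and -6755 reads in all but 3 of them. They exceed it by 613236 reads in mouse 35F2 (CTCT) and differ from it by -1242386 reads in mouse 08G5 (PRPR) and by -119111 reads in mouse 31A3 (PRCT), in which the tRNA total is 352056 reads but the tRNA isoacceptors sum to 469889. In mouse 07C3 (CTCT) only the totals of reads not matching the genome are incomplete. All 38 mice were kept, and leaving out these 4 mice was an alternative chosen after seeing the data. With at least 4465281 reads per mouse, counting error is small beside the spread between mice.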

Figure 4a shows the percentage of mappable reads falling into each small RNA category in the four groups. 

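Cellular tRNA made up 9.75% ± 4.31 (SD, n = 10 mice) of the reads mapped to the genome in the CTCT group, 15.7% ± 6.04 (n = 9) in the CTPR group, 12.0% ± 6.88 (n = 9) in the PRCT group and 11.7% ± 4.32 (n = 10) in the PRPR group. Mitochondrial tRNA accounted for 3.04% ± 1.51 in the CTCT group, 5.56% ± 2.05 in the CTPR group, 5.64% ± 1.51 in the PRCT group and 5.07% ± 2.76 in the PRPR group. For piRNA the percentages were 10.7% ± 5.44, 16.4% ± 7.83, 9.71% ± 3.96 and 10.1% ± 4.24 in the same order. Small nucleolar RNA was the largest annotated class in the CTCT, PRCT and PRPR groups, with 27.5% ± 12.5, 26.6% ± 11.1 and 25.1% ± 9.32 of the reads, and fell to 16.0% ± 7.70 in the CTPR group, where piRNA was slightly higher. For the remaining annotated classes, group means ranged from 3.31% to 4.28% for miRNA, from 2.04% to 2.13% for rRNA, from 1.61% to 2.98% for snRNA, from 1.31% to 1.61% for mitochondrial rRNA and from 3.28% to 4.70% for lincRNA. Unannotated reads made up between 10.2% and 11.9% of the reads. Mice within a group differed widely, with snoRNA between 6.30% (mouse 02A6) and 45.4% (mouse 07C3) in the CTCT group alone.

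**Figure D1:**
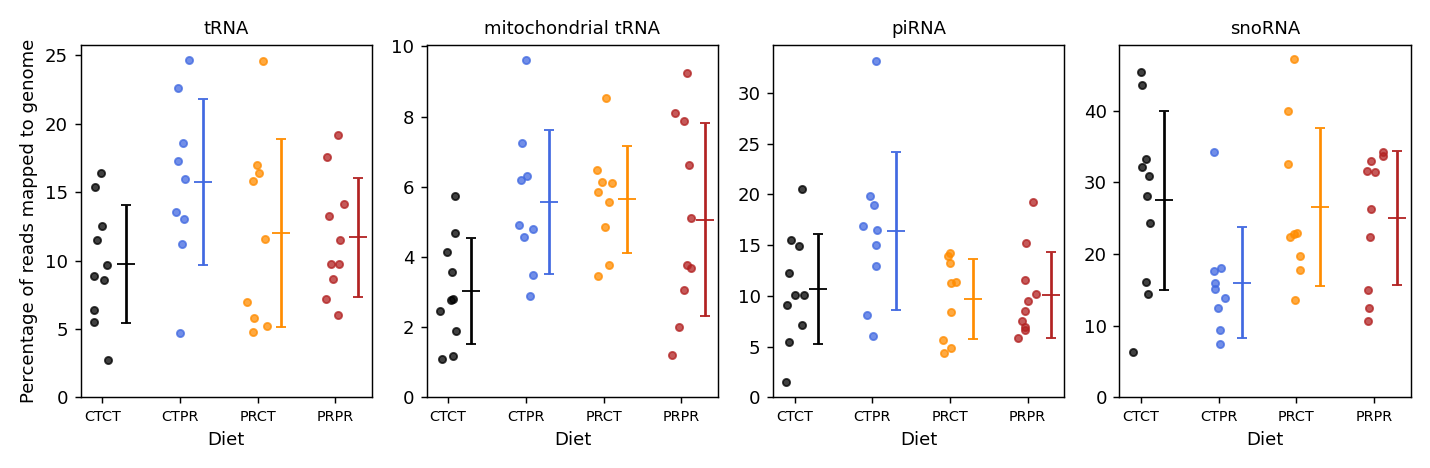
Percentage of the reads mapped to the genome (y axis) that fell into cellular tRNA, mitochondrial tRNA, piRNA and snoRNA, by diet (x axis). Each point is 1 mouse (10 CTCT, 9 CTPR, 9 PRCT and 10 PRPR), and the horizontal dash with its bar is the group mean ± SD. The groups overlap in every class, and 8 of 9 CTPR mice lie below the CTCT median of 29.5% snoRNA.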

The distribution of reads across the different small RNA classes was significantly different in the CTPR group from the distribution in the CTCT group (Fisher’s exact test, *P* = 0.001) but not different in the PRCT (*P* = 0.09) or PRPR groups (*P* = 0.99). 

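The paper's methods state that percentages of mapped reads per class in each sample were rounded to the nearest integer for Fisher's exact test, without stating how the mice of a group entered the table. The test planned here rounded the group means instead of the percentage of each mouse. With the group mean percentages rounded, a table of class by group gave P = 0.727 for the CTPR group against the CTCT group, P = 0.995 for the PRCT group and P = 0.998 for the PRPR group (Fisher's exact test, two-sided, simulated with 100000 tables), each 1 after Bonferroni's correction for 3 tests. With the percentages rounded per mouse and then summed over the mice of a group, the corrected values were P = 3.00e-05 for the CTPR group, the smallest the simulation can give, P = 0.136 for the PRCT group and P = 1 for the PRPR group (Fisher's exact test). Summing multiplies each percentage by the number of mice, so the result depends on group size. With each mouse as a column of the table and 2000 simulated tables, the corrected P was 0.0015 in all 3 comparisons (Fisher's exact test). This is the smallest that number of tables allows. Such a table does not hold the groups, so it tests whether any mice differ from each other, not whether the diets do. A permutation test that treats the mice as replicates was also run on the sum of squared differences between the group mean percentages of the 11 categories. It gave P = 0.0269 for the CTPR group, P = 0.721 for the PRCT group and P = 0.718 for the PRPR group, or 0.0806, 1 and 1 after Bonferroni's correction (permutation test, 100000 permutations). On log-ratios of the percentages instead, the uncorrected value for the CTPR group was P = 0.0522 (permutation test). From its Fisher's exact tests (Fig. 4a), the paper concludes that the distribution of reads across small RNA classes was altered in the CTPR group and not in the PRCT or PRPR groups.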

In particular, the differences in the CTPR group appeared to be driven by differences in reads aligning to cellular tRNA, mitochondrial tRNA, piRNA and small nucleolar RNA. 

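Compared with the CTCT group, the CTPR group had 5.98 percentage points more cellular tRNA (exact permutation test, two-sided, P = 0.0235), and 8 of 9 CTPR mice were above the CTCT median. Mitochondrial tRNA, transcribed from 22 genes that lie on chromosome M between positions 1 and 15422 of the mouse genome (GENCODE vM21, the same build as mm10), was 2.53 points higher (exact permutation test, P = 0.00586), with 9 of 9 CTPR mice above the CTCT median. For piRNA the difference was 5.73 points (exact permutation test, P = 0.0742), with 7 of 9 mice above the median. The largest difference was in snoRNA, which changed by -11.4 points (exact permutation test, P = 0.0314), with 8 of 9 CTPR mice below the CTCT median. After Benjamini-Hochberg adjustment over the 33 comparisons of 11 categories in 3 groups, the values were 0.258 for cellular tRNA, 0.0966 for mitochondrial tRNA, 0.408 for piRNA and 0.259 for snoRNA. Among the other categories, the smallest P in the CTPR group was 0.405, for mitochondrial rRNA (exact permutation test). Between littermates, mitochondrial rRNA was 0.310 points higher in the CTPR mouse (6 of 8 litters, exact sign-flip permutation test, P = 0.0469, adjusted P = 0.378 over 22 comparisons). As the percentages share a total, a fall in 1 class raises the others. Among the reads outside snoRNA, tRNA was still 5.56 points higher in the CTPR group (exact permutation test, P = 0.0423). With littermates compared only with each other, cellular tRNA was 4.22 points higher (exact sign-flip permutation test, P = 0.0859).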

Length distribution analyses indicated that the majority of reads aligning to tRNA were between 28 and 34 nucleotides in length and were therefore considered to be tRNA fragments (Additional file 1: Figure S5). 

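Read lengths were not analysed here, as the counts used give no lengths. They do separate reads by the end of the tRNA from which they come. The 5′ end accounted for a median of 85.9% of tRNA reads in the CTCT group (range 82.4% to 91.2%), 83.9% in the CTPR group (78.5% to 87.0%), 85.8% in the PRCT group and 84.9% in the PRPR group (82.9% to 89.4%). In the PRCT group, the value of 114% for mouse 31A3 reflects its incomplete tRNA total and is not a share.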

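Reads were summed over each of 54 tRNA isoacceptors and tested with all 4 groups in 1 fit, which are choices the paper's methods do not state. As in those methods, the test was edgeR's quasi-likelihood test (glmQLFTest), with the number of reads mapping to the genome as the library size. tRNAs with the same anticodon are encoded by several gene copies, which such counts do not tell apart. In the CTPR group, 14 tRNA fragments had a nominal P under 0.05 and all 14 were more abundant than in the CTCT group. In the PRCT group there was 1 such fragment and in the PRPR group there were 0. After Benjamini-Hochberg adjustment, none reached 0.05 in any comparison. The smallest value in the CTPR group was that of tRNA-His-GTG, with 1219 ± 491 (SD) reads per 1000000 mapped reads in the CTCT group and 2682 ± 1892 in the CTPR group, a log2 fold change of 1.14 (standard error 0.36, edgeR adjusted P = 0.149). Of the other fragments labelled in Fig. 4b for this group, tRNA-Arg-CCG had a log2 fold change of 0.04 (standard error 0.36), tRNA-Lys-CTT of 0.30 (standard error 0.31) and tRNA-Val-CAC of 0.05 (standard error 0.38), none past the nominal threshold. In the PRCT group, tRNA-Ala-TGC had a log2 fold change of 1.20 (standard error 0.51, edgeR adjusted P = 0.789). This value rests on mouse 59L1, with 1885 reads per 1000000 against at most 190 in the other PRCT mice, and it was -0.22 (standard error 0.38) without that mouse. The other fragments labelled for the PRCT group had log2 fold changes of 0.54 for tRNA-Glu-TTC, 0.51 for tRNA-Glu-CTC, -1.03 for tRNA-Gly-ACC and -1.93 for tRNA-Ser-GGA. tRNA-Ser-GGA averaged 1.28 reads per 1000000 in the CTCT group and was absent from 5 of 10 CTCT mice. The count in the CTPR group depended on the setting. It was 39 with each of 185 tRNA features as listed, 22 without litter 47I, and 3 without mice 07C3, 35F2, 31A3 and 08G5, the latter chosen after seeing the data. With edgeR's TMM method over the tRNA fragments, which removes any change common to them, 4 fragments passed the nominal threshold in the CTPR group, 1 higher and 3 lower, 4 in the PRCT group and 0 in the PRPR group, again with none past the adjusted threshold. With litter as a replicate block, in a fit of only the 2 groups compared, 9 fragments passed in the CTPR group, all of them higher. That fit without the block gave 12. The test was checked on simulated counts with 10 changed fragments at a log2 fold change of 2, of which it recovered 80%. Among the 14 nominal fragments of the CTPR group the largest log2 fold change was 1.24, for tRNA-Arg-TCT. The simulated fragments also varied independently of each other. The check therefore does not show whether changes of the observed size would pass the adjusted threshold.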

Differential expression analysis of reads that mapped to tRNA showed that there were more differences in tRNA fragments between the controls and the CTPR and PRCT groups (Fig. 4b, nominally significantly different tRNA fragments lie above the dotted line and are labelled) than the PRPR group but none of these changes reached genome-wide significance. 

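The diets were compared within litters where a litter held a mouse of both groups, with the pairing taken from Table S2. Deviations of littermates from their group means were positively correlated in most classes, though not in unannotated reads (correlation -0.200). Over 17 pairs, the correlation was 0.39 for cellular tRNA, 0.55 for snoRNA, 0.49 for piRNA and 0.13 for mitochondrial tRNA, without a test. For mice of different litters and groups the values were -0.01, -0.02, -0.02 and -0.0044. These follow from the littermate values, because deviations cancel within each group, so they are no contrast. In the 8 litters with a CTPR and a CTCT mouse, cellular tRNA was higher in the CTPR mouse in 6 litters by a mean of 4.22 points ± 6.06 (SD; exact sign-flip permutation test, P = 0.0859). Small nucleolar RNA was lower in 6 of the 8 litters, with a mean difference of -7.79 points ± 10.0 (exact sign-flip permutation test, P = 0.0859). Mitochondrial tRNA was higher in 5 litters by 2.15 points ± 2.81 (exact permutation test, P = 0.0781) and piRNA in 6 litters by 3.96 points ± 7.05 (exact permutation test, P = 0.156). The smallest P that 8 pairs allow in this permutation test is 0.00781. The unpaired differences of the PRCT group from the CTCT group were 2.27 points for cellular tRNA (exact permutation test, P = 0.399), -0.906 points for snoRNA (P = 0.868) and -0.962 points for piRNA (P = 0.668). In contrast, mitochondrial tRNA was 2.61 points higher in the PRCT group (exact permutation test, P = 0.00194, adjusted P = 0.0639 over 33 comparisons), with 9 of 9 PRCT mice above the CTCT median.

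**Figure D2:**
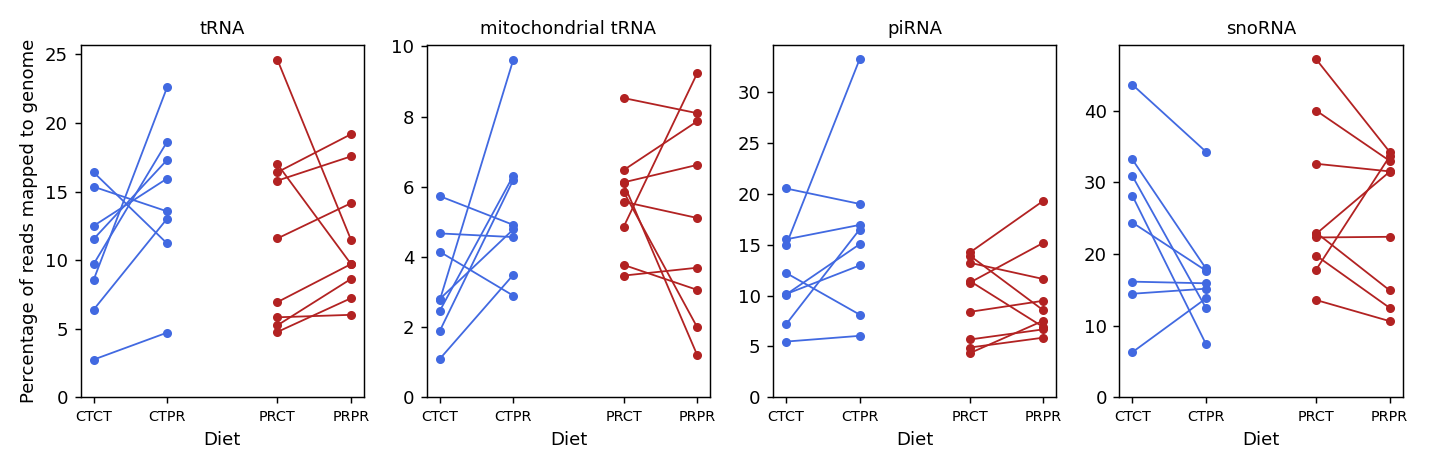
Percentage of the reads mapped to the genome (y axis) in cellular tRNA, mitochondrial tRNA, piRNA and snoRNA, by diet (x axis). Each line joins 2 littermates, in blue the 8 litters with a CTCT and a CTPR mouse and in red the 9 litters with a PRCT and a PRPR mouse. Cellular tRNA rises in 6 of the 8 blue pairs and in 7 of the 9 red pairs.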

Overall, although statistical analysis of individual small RNA groups, such as tRNA fragments, did not show the differences between groups seen by Sharma et al. [7], it is clear that there is a change in small RNA composition in response to post-weaning PR, which is not seen in response to pre-weaning PR. 

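Whether the response to post-weaning PR depended on the pre-weaning diet was tested directly, as the difference between the post-weaning effect in mice of CT dams (CTPR minus CTCT) and that in mice of PR dams (PRPR minus PRCT). For cellular tRNA the effects were 5.98 and -0.323 percentage points, a difference of 6.31 (permutation test, two-sided, 100000 permutations, P = 0.0891). Cellular tRNA was higher in the PRPR than in the PRCT littermate in 7 of 9 litters, and the largest fall was -13.1 points, in the litter of mouse 59L1. The 7 include litter 31A, with 5.84% in mouse 31A3 and 6.02% in mouse 31A6. The tRNA total of 31A3 is incomplete (352056 reads against 469889 over its isoacceptors), and with the latter this litter falls instead. For mitochondrial tRNA the post-weaning effects were 2.53 and -0.573 points, a difference of 3.10 (permutation test, P = 0.0278). The effects on piRNA were 5.73 and 0.424 points (difference 5.30, permutation test, P = 0.164) and on snoRNA -11.4 and -1.50 points (difference -9.94, permutation test, P = 0.163). After Benjamini-Hochberg adjustment over the 4 classes, the values were 0.164, 0.111, 0.164 and 0.164 for cellular tRNA, mitochondrial tRNA, piRNA and snoRNA. With litter as a block, that is with paired differences within 8 CT and 9 PR litters, the differences were 4.72 (exact permutation test, P = 0.121), 2.58 (P = 0.0743), 3.54 (P = 0.213) and -6.16 (P = 0.201) in the same order. Littermates correlated at 0.39 for cellular tRNA and 0.13 for mitochondrial tRNA. The blocked differences are smaller because mice without a littermate in the other group were left out, as pairing does not change a mean difference.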

Interestingly, these changes are also not seen in the PR throughout life group (PRPR), suggesting that small RNA changes are an acute response and that early-life PR may be ‘protective’ of further changes on continued exposure.

**Fig. 4:**
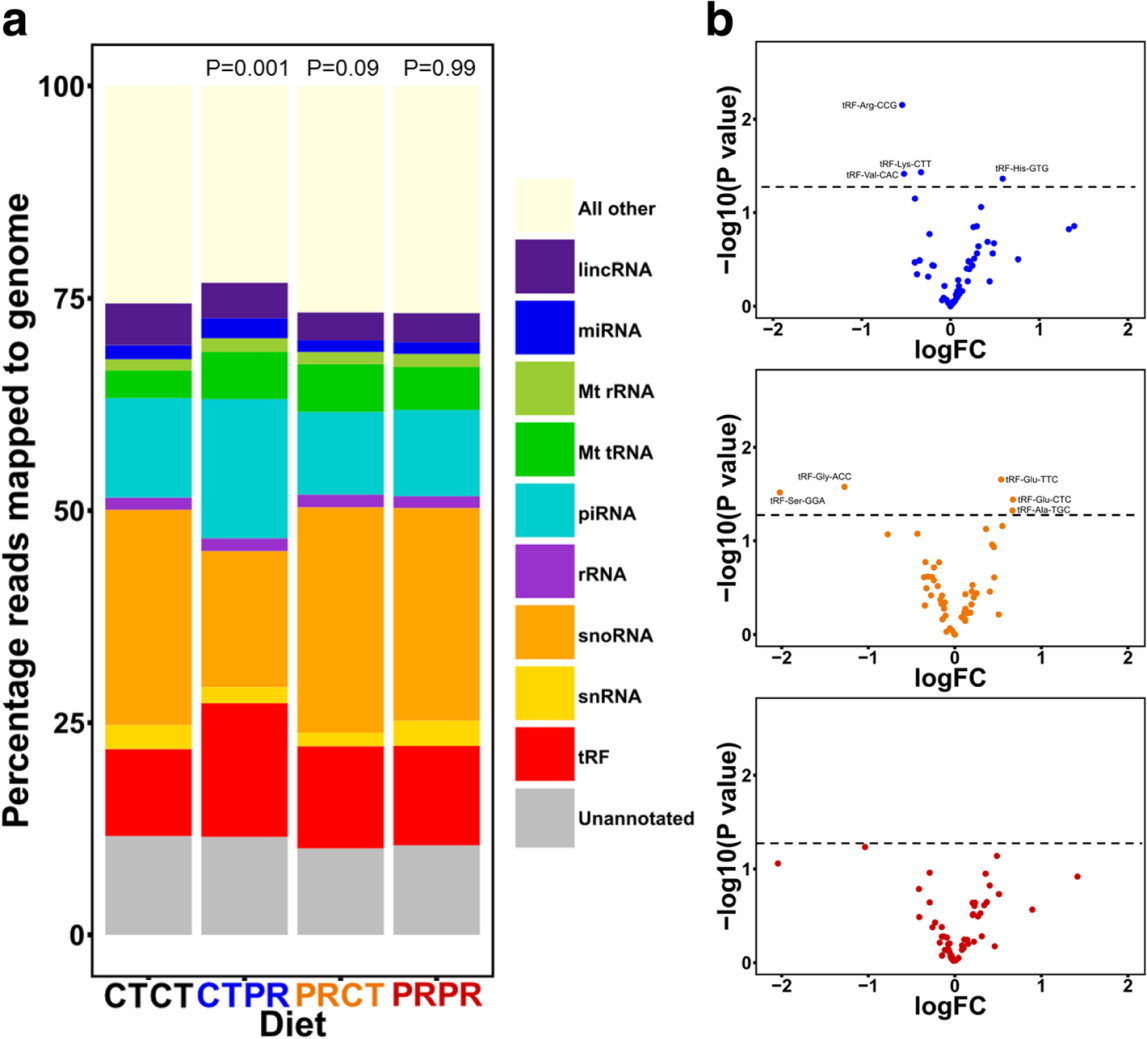
Post-weaning protein restriction leads to an altered small RNA profile in sperm but only when there has been no previous PR exposure. **a** The percentage of mappable reads falling into each class of small RNA, including transfer RNA (tRNA) fragments (tRF), small nuclear RNA (snRNA), small nucleolar RNA, ribosomal RNA (rRNA), Piwi-interacting RNA (piRNA), mitochondrial tRNA (Mt tRNA), mitochondrial ribosomal RNA (Mt rRNA), microRNA and long intergenic non-coding RNA (lincRNA). The percentage of unannotated reads are marked in grey and all other reads (processed transcripts and mRNA) are marked in beige. Fisher’s exact test for count data was used to assess the differences in distribution across the classes between the CTCT group and the CTPR group (adjusted *P* = 0.001), PRCT group (adjusted *P* = 0.09), and PRPR group (adjusted *P* = 0.99). *P* values were adjusted for *n* = 3 tests using Bonferroni’s method. **b** Differential expression analysis showed no genome-wide significant changes in abundances of tRNA-derived fragments between the CTCT group and any of the other groups (CTPR = blue, PRCT = orange, PRPR = red). The dotted line in each plot represents the nominal significance level (*P* = 0.05)

## Discussion

Genetic–epigenetic interactions at rDNA and an increase in tRNA fragments have been shown to represent molecular markers of dietary stress (such as PR) in different mouse models [2, 5, 7, 24]. The model used herein includes a re-examination of previously published pre- or post-weaning only PR exposures (PRCT and CTPR, respectively), and reveals the following key observations. 

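Of the 3 classes, cellular tRNA, snoRNA and piRNA, the first 2 differed between the CTPR and CTCT groups at the nominal threshold (exact permutation tests, P = 0.0235 and P = 0.0314) and piRNA did not (P = 0.0742). In the PRCT group, the exact permutation tests against the CTCT group gave P = 0.399 for cellular tRNA, P = 0.868 for snoRNA and P = 0.668 for piRNA. The permutation tests of the PRPR group gave P = 0.324, P = 0.631 and P = 0.807. None of these values was under 0.05 after adjustment over the 33 comparisons. With litter as a block, the differences in cellular tRNA and snoRNA between CTPR and CTCT littermates no longer passed the nominal threshold (8 litters, exact sign-flip permutation tests, P = 0.0859 and P = 0.0859, littermate correlations 0.39 and 0.55).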

Firstly, we confirm that rDNA variant-specific methylation effects are induced when PR exposure occurs pre-weaning only but not when it occurs post-weaning only and, secondly, that the CTPR group was the only one of the three different exposure groups that displayed a significant redistribution of the relative proportion of mapped tRNA fragments, small nucleolar RNAs and piRNAs. 

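The most abundant tRNA fragment was tRNA-Gly-GCC, which made up 6.59% of the reads mapped to the genome on average over all mice. It counted 49009 ± 28729 (SD) reads per 1000000 mapped reads in the CTCT group and 92160 ± 43439 in the CTPR group, a log2 fold change of 0.91 (standard error 0.38, edgeR P = 0.0210, adjusted P = 0.176). tRNA-Glu-CTC followed with 17490 ± 9711 and 23697 ± 13401 reads per 1000000, and tRNA-Lys-CTT with 6566 ± 3112 and 8100 ± 3161, and neither passed the nominal threshold.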

We were unable to reproduce the relative increase in specific tRNA fragments in the CTPR group as reported by Sharma et al. [7], but this may simply reflect natural experimental variation between our iteration of the model versus theirs, or subtle but relevant differences between our C57BL/6 J mice and the FVB/NJ mice used therein. However, the data do support the broader conclusion that post-weaning dietary stress induces perturbation of small RNAs (at least in sperm), whereas this is not observed in the pre-weaning PR exposure. Collectively, these results address the first two aims of our study, and further underline the robustness of rDNA and tRNA as ‘molecular barometers’ of dietary stress in mouse models.

The more remarkable finding relates to the molecular responses to persistent poor nutrition throughout life (PRPR group). Across both the rDNA and small RNA responses, the PRPR group is indistinguishable from the CTCT group (Fig. 5). 

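Against the CTCT group, the PRPR group differed by 1.94 percentage points in cellular tRNA (permutation test, P = 0.324), by -2.41 points in snoRNA (P = 0.631), by -0.538 points in piRNA (P = 0.807) and by 2.03 points in mitochondrial tRNA (P = 0.0567, with 8 of 10 PRPR mice above the CTCT median). The permutation test of the whole composition gave P = 0.718. With SDs of 4.31 and 4.32 points for cellular tRNA in groups of 10 mice, and of 12.5 and 9.32 points for snoRNA, small differences were not detectable. In simulated groups that differed by 2 SDs, the test of 1 class detected 99.25% of the differences. Such differences are larger than those of the CTPR group, 5.98 points for cellular tRNA and -11.4 points for snoRNA. The simulation therefore does not show whether differences of that size would have been detected in the PRPR group.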

Variant-specific rDNA methylation effects are absent in the PRPR group, all of whom are siblings of the mice in the PRCT group in which we see the distinctive relationship between %A and A_meth%_. This either suggests that the rDNA methylation response is established at weaning and later ‘reversed’ in the PRPR group during post-weaning life, or that the response is established in adulthood in the PRCT group only. In either case, the variant-specific rDNA methylation effect is a reflection of the diet combinations across the whole life-course of the animal; that is to say, it is the result of adulthood exposure to a control diet given that the animal was exposed to PR during early life (PRCT). Furthermore, changes in the relative proportions of small RNAs are seen in response to post-weaning PR only (CTPR), but are largely absent from the PRPR group (Fig. 5). Pre-weaning PR may therefore be ‘protective’ against a small RNA stress response on exposure to further PR during adulthood. Taken together, we conclude that the rDNA and small RNA responses observed herein are a consequence of the combined effects of control and PR diets during particular time windows across the entire life-course. Our results are reminiscent of observations made in human studies, in which mismatch between early life and adulthood diets lead to adverse metabolic outcomes in later life [25, 26]. It will therefore be interesting to test whether such perturbations at rDNA and small RNAs are also found in these affected human populations.

**Fig. 5:**
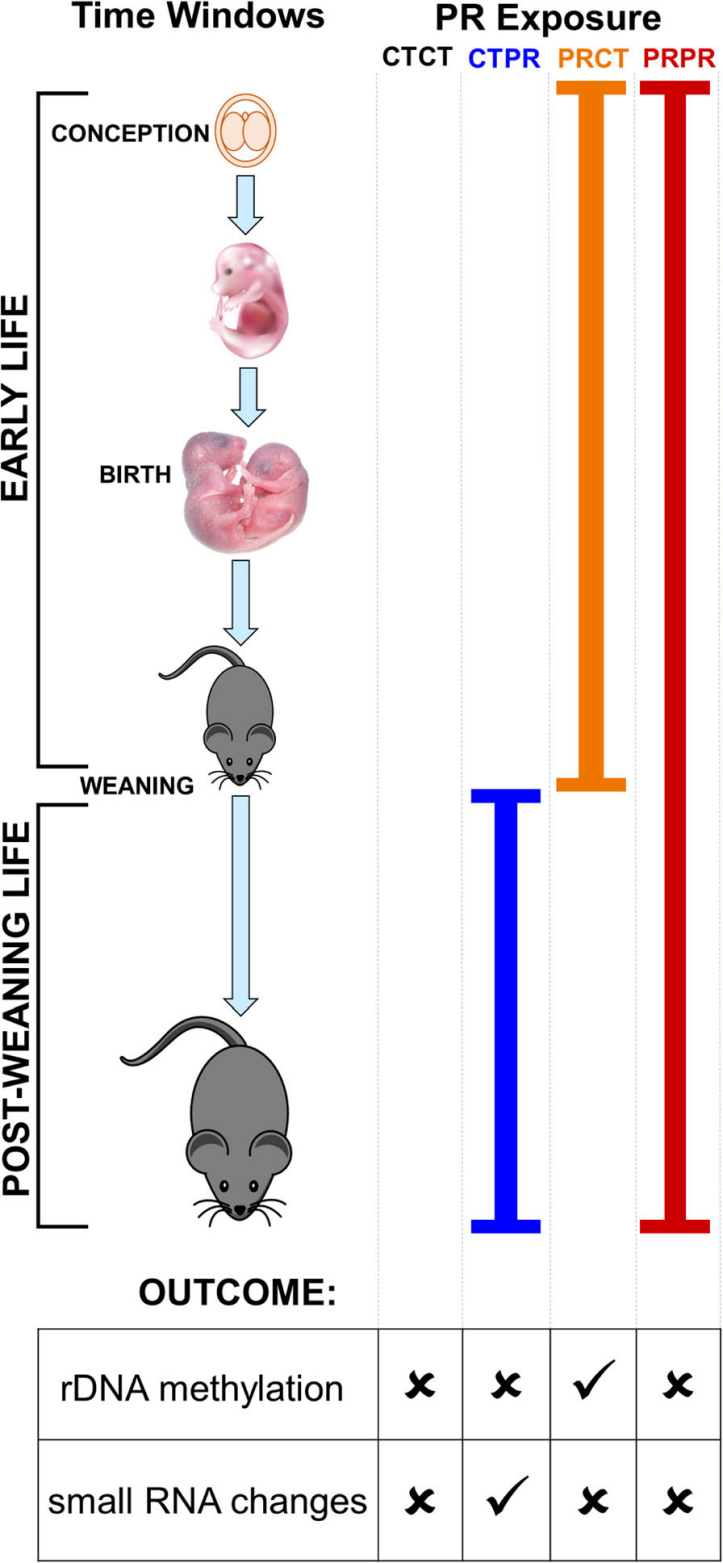
Early life diet conditions the response of rDNA and tRNA to post-weaning diet in a pre- and post-weaning protein restriction mouse model

There are some limitations to our work that can be addressed in future studies. First, it is well established that the birth-to-weaning time window is another critical period in the life-course of the mouse [27], with growth and development of many neuroendocrine systems occurring in this period in mice as would occur in utero in humans [28]. No single model can capture the nuances of mismatch between every critical developmental stage so the birth-to-weaning period will be an important model to address in the future, and this may also shed light on why the relationship between %A and A_meth%_ is not observed in PRPR mice. Second, it will be important to analyse the role that rDNA and small RNA perturbations play in the development of disease phenotypes using dedicated models in which one would specifically modulate, for example, specific small RNAs in vivo or alter the methylation of specific rDNA copies. These experiments would also need to be performed in tissues potentially more relevant to the phenotype under consideration, for example, in liver or adipose tissues, to investigate the potential downstream metabolic outcomes. We focused on sperm in this study allowing us to directly compare our previous model [2] and that from Sharma et al*.* [7], and because sperm can be isolated to very high degrees of purity, thus reducing the differential cell composition biases that can potentially arise when using more complex tissues (although it should be noted that we also observed the %A vs. A_meth%_ relationship in livers of PRCT mice [2]). Indeed, the mechanisms by which rDNA and small RNAs act as stress responses may be interconnected – it was recently found that certain tRNA fragments can modulate the expression of ribosomal proteins and therefore ribosome biogenesis [29]. In this case, we suggest that different molecular mechanisms could operate to bring about the same outcome (changes to ribosome biogenesis) when the stressor occurs at different times in the life-course. It will be interesting to investigate whether there are other genomic perturbations conserved across different dietary mouse models that may differ in their nature depending on the timing of the stress exposure [30]. Finally, it has been shown that tRNA fragments in sperm can cause gene expression changes in the livers of the offspring of sires exposed to PR during adulthood only [7, 8], which raises the question of whether inter-generational effects would be seen in the offspring of the PRPR group where no tRNA or other small RNA response is seen. The result supports the idea that small RNA in sperm are reflective of the paternal state [31], which in this case is the absence of an acute stress response due to long-term exposure to the stressor.

## Conclusions

To conclude, we show that the nature of the molecular response to PR is different depending on the timing of the exposure and that ‘matching’ diets either side of weaning eliminates responses measured at rDNA and small RNA. It is important to emphasise that both rDNA and small RNA stress responses are, broadly speaking, conserved amongst different species [15–20] and in different nutritional stress models [2, 8, 32, 33]. Our work supports the idea that genetic–epigenetic interactions at rDNA and small RNA could have utility as biomarkers to study key aspects of human biology and disease and how environmental pressures during the entire life-course could impact outcomes.

## Methods

### Breeding and housing conditions

All animal procedures were conducted in accordance with the Home Office Animals (Scientific Procedures) Act 1986 (Project License number: 70/6693). Female and male C57BL/6 J mice were obtained from Charles Rivers UK, aged 6–8 weeks and 10 weeks, respectively. Mice were maintained on a 12 h light/dark cycle (07:00–19:00) and housed at a constant temperature and humidity. After 1 week of acclimatisation in the mouse facility on standard chow (control diet, 20% protein), matings were set up by transferring one, or sometimes two, females into a male’s cage in the late afternoon. On the discovery of a vaginal plug the next morning (designated 0.5 days post coitum), pregnant females were singly housed and given ad libitum access to either a PR diet (8% protein) or maintained on the CT diet. Breeding males were housed individually for the duration of the breeding period. Females were maintained on the respective diet until offspring were weaned. Whole litters were weighed at 7 and 14 days. Upon weaning at 21 days, male offspring from each litter were put on either a CT or PR diet until death. Only litters with 5–10 pups were included. Litter sizes had no impact on the conclusions reported here (Additional file 1: Figures S8 and S9). Male offspring were housed in cages containing 3–5 mice from weaning and weighed individually every week from weaning until they were killed at 11–13 weeks of age.

### Diets

The CT diet was PicoLab^®^ Mouse Diet 20 Extruded (5R58*), consisting of a standard chow containing roughly 20% of calories from protein. The PR diet was a custom diet obtained from Special Diet Services and was isocaloric with the control diet but contained only 8% of calories from protein (code: 829277, name: RB 8% CP ISO E (P)) (Diet compositions outlined in Additional file 1: Table S1).

### Adult male dissection and phenotyping

Mice were fasted for 16 h before being killed by CO_2_ asphyxiation. After weighing the whole animal and measuring its length from nose to base of the tail, cardiac puncture was performed using a 23 G needle and 1 mL syringe. Between 100 and 500 μL of blood was collected. A drop of blood from the syringe (0.6 μL) was placed on a glucose measurement strip and blood glucose concentration was measured using a Bayer NEXT Contour Glucose meter. The remaining blood was decanted into a 1.5 mL Eppendorf tube and allowed to clot at room temperature before being placed on ice. In male mice, the epididymis was next dissected from the base of the testes and transferred to a 2 mL Eppendorf tube containing pre-made sperm motility medium warmed to 37 °C in a water bath (sperm motility medium: 1 M NaCl, 100 mM KCl, 25 mM KH_2_PO_4_, 20 mM MgSO_4_, 0.6% sodium lactate, 500 mM NaHCO_3_, 25 mM sodium pyruvate, 25 mM CaCl, 500 mM HEPES, 34.5 mg/mL of BSA). Epididymides were homogenised using a fine pair of scissors in the tube for 5 min and placed in a water bath for 30 min at 37 °C, with regular inversion, to allow the sperm to swim out. After incubation, the tube was briefly spun down using a nanofuge to collect debris, then the supernatant containing free-swimming sperm was removed and placed in a new 1.5 mL Eppendorf tube and stored on ice for the rest of the dissection.

Liver, kidneys and visceral gonadal white adipose tissue deposits were dissected out, weighed and flash frozen in liquid nitrogen. A small amount of pancreas and small intestine were also removed and flash frozen. Next, the subcutaneous inguinal white adipose tissue deposits on each side of the mouse and the interscapular brown adipose tissue deposits on the back of the mouse were removed, weighed and flash frozen. Finally, a small section of ear was flash frozen.

### Phenol:chloroform DNA extraction

For DNA extraction, one-quarter of the extracted sperm was incubated overnight in 600 μL of PK buffer (10 mM Tris-HCl, 100 mM NaCl, 25 mM EDTA, 1% SDS) with 2 μL of Proteinase K enzyme (19 mg/mL) and 0.1 M DTT at 55 °C with slow rotation. Phenol (750 μL) was added to the samples and agitated for several minutes before spinning at 17,000x *g* for 5 min at 4 °C. The upper aqueous phase was transferred to a new tube and the process repeated with phenol:chloroform, then chloroform alone. After the final spin, 5 μL of Rnase was added and samples were incubated at 37 °C for 60 min. Then, 0.1 volumes of 3 M sodium acetate (pH 5.2) and 2.5 volumes of 100% EtOH were added and samples incubated at −20 °C for 1 h. Samples were spun at 17,000x *g* for 10 min at 4 °C and the pellet was washed with 75% EtOH. Finally, the pellet was air-dried at 37 °C, resuspended in 200 μL of TE buffer and incubated at 50 °C for 3 h before storage at 4 °C. DNA was quantified using the High Sensitivity Qubit^®^ kit (Thermo Fish Scientific, Cat. Q32851) as per the protocol. Sperm purity was confirmed by Bis-PCR-Seq of imprinting control regions associated with *MEST*, *MCTS2*, *NESP* and *IGF2/H19*.

### RNA extraction and small RNA library preparation

For RNA extraction, three-quarters of the extracted sperm were incubated at 60 °C for 15 min with slow rotation in 33.3 μL of sperm lysis buffer (6.4 M Guanidine HCl, 5% Tween 20, 5% Triton, 120 mM EDTA, 120 mM Tris; pH 8.0) with 3.3 μL of Proteinase K (19 mg/mL) and 3.3 μL of 0.1 M DTT. After the incubation, one volume (100 μL) of ultra-pure water was added, followed by 700 μL of Qiazol Lysis reagent (QIAGEN, Cat. 79,306) and samples were vortexed for 5 min. Chloroform (140 μL) was added and samples were shaken vigorously for 30 s before 3 min incubation at room temperature. Samples were centrifuged at 12,000x *g* at 4 °C for 15 min then the upper aqueous phase was transferred to a new reaction tube. One volume of 70% EtOH was added and mixed thoroughly. Samples were transferred to a RNeasy mini spin column and the protocol from the miRNeasy Mini Kit (Qiagen, Cat. 217,004) was then followed, including the separation of the small RNA and large RNA fractions using an RNA MinElute spin column (Qiagen, Cat. 74,204). The small RNA fraction was eluted in 14 μL of RNase-free water and quantified using the microRNA kit from Qubit^®^ (Cat. Q32880). Them, 6 μL of the small RNA fraction was used for small RNA library preparation using the NEBNext^®^ Small RNA library prep set for Illumina (Cat. E7330S) as per the protocol. Each sample was uniquely barcoded using one of the NEBNext^®^ Index Primers for Illumina (Cat. E7300S, E7580S, E7710S, E7730S). For PCR amplification, 15 cycles were used. Libraries were purified using the QIAQuick PCR purification kit (Qiagen, Cat. 28,104) and DNA was eluted into 32 μL of nuclease-free water. An aliquot of each library was diluted and 1 μL was run on an Agilent 2100 Bioanalyzer using the Agilent High Sensitivity DNA kit (Cat. 5067-4626) to assess the size distribution of the library. The libraries were pooled using equal volumes and size selected for between 140 and 200 bp (corresponding to an insert size of 13–73 bp) using a BluePippin machine (Sage Science) with 3% agarose cassettes (Sage Science, Cat. BDF3010).

### Sequencing and data analysis

DNA from sperm was diluted to a concentration of 11 ng/μL and 45 μL of each sample was sent for sequencing to the Genome Centre Facility at Charterhouse Square, QMUL. Bis-PCR-Seq was performed using the 48.48 layout on the Fluidigm^®^ C1 system (Fluidigm^®^, USA), coupled with Illumina MiSeq sequencing using version2 chemistry (150 bp, paired-end). See Additional file 1: Table S3 for the primer sequences. Small RNA libraries were initially sequenced using Illumina MiSeq Nano sequencing (75 bp, single-end) and read counts for each samples were used to re-balance the library pool. The final pool was then sequenced using Illumina NextSeq sequencing (75 bp, single-end).

Bismark (v0.7.12) was used to align Bis-PCR-Seq data to the mm10 reference genome (imprinting control region data; Additional file 1: Figure S4) or to the adjusted consensus rDNA reference, using Bowtie2 (v2.1.0). Only reads that mapped to the correct starting position and perfectly matched the consensus were used for further analysis. For rDNA analysis, the R package RSamtools was used to identify each read as either having an A or a C at position −104 bp and to determine the methylation status at position −133 bp of each read. Reads could therefore be assigned to either A^m^, A^u^, C^m^, or C^u^. The total number of reads in each group was summed and %A ((A^m^ + A^u^)/(C^m^ + C^u^)) and CpG –133 A meth % (A^m^/(A^m^ + A^u^)) calculated for each sample. Methylation of imprinting control regions were assessed using a custom program (https://bitbucket.org/lowelabqmul/methylation-extractor).

Small RNA sequencing data was mapped to the whole genome (UCSC, mm10), piRNA, tRNA, miRNA and rRNA databases using the SPORTS 1.0 pipeline (https://github.com/junchaoshi/sports1.0.git). Total read counts for each small RNA class were expressed as percentages of number of reads mapped to the genome for each sample in the composition analysis (Fig. 4a). Differential expression analysis of tRNA fragments was performed using edgeR (glmQLFTest) using the number of reads mapping to the genome as the library sizes for normalisation.

### Statistics

All statistical analysis and plotting were performed using R (v3.2.3). For all phenotype plots, a linear model was run on individuals and *P* values were derived by using robust standard errors to account for the relatedness between siblings in each diet group (R packages *plm* [34] and *lmtest* [35]) and corrected for *n* = 3 tests using Bonferroni’s correction. A Pearson’s product moment correlation coefficient was calculated to describe the relationship between %A and CpG –133 A methylation percentage in each diet group (cor) and a linear model with robust standard errors was then run to obtain *P* values, which were then corrected for *n* = 4 comparisons using Bonferroni’s correction (*P*_*lin*_). All mice were used in the analyses instead of litter averages and linear models with robust standard errors were used to correct for any biases due to sibling relatedness (a full justification is provided in Additional file 1: Supplementary methods). Fisher’s exact test was used to assess the differences in distribution of the small RNA compositions compared to CTCT, using percentages of mapped reads corresponding to each species in each sample and these were rounded to the nearest integer (corrected for *n* = 3 tests using Bonferroni’s correction). ANOVA was used to assess whether the %A or %C and CpG –133 A meth % or CpG –133 C meth % were different between the diet groups.

## Additional file

Additional file 1: **Table S1.** Compositions of the control (CT) diet and the protein restricted (PR) diet. **Table S2.** List of all male mice studied with each litter represented by the first two numbers and letter of each ID. **Table S3.** Sequences of primers used for targeted analysis of DNA methylation at rDNA CpG −133 and the imprinted regions *MEST*, *MCTS2*, *NESP* and *IGF2/H19*. **Figure S1.** Growth rates of mice and lengths at death in each group. **Figure S2.** Absolute and relative organ weights. **Figure S3.** Absolute and relative adipose tissue deposit weights. **Figure S4.** Sperm small RNA size distribution analysis and sperm purity analysis. **Figure S5.** Read length distribution of reads mapping to the genome that also map to different classes of small RNA, normalised by total number of reads mapping to the genome. **Figure S6.** Maternal weight, food intake and litter size data. **Figure S7.** %A/C and CpG –133 meth % distribution in four diet groups. **Figure S8.** Growth trajectories plotted by pre-weaning litter size (including females). **Figure S9.** Pre-weaning litter size (including females) has no impact on CpG –133 A meth % in any of the groups. **Supplementary methods.** Rationale and explanation of the use of a linear model and robust standard errors to analyse the relationship between %A and CpG –133 A meth % instead of using litter averages or individuals from the same litter without correction for relatedness. R script used to perform the analysis is also included.

# Supplementary material for: Early life diet conditions the molecular response to post-weaning protein restriction in the mouse
**Source:** BMC Biol. 2018 May 2;16:51. doi: 10.1186/s12915-018-0516-5
**Supplement:** Supplementary file 1 — Table S1. Compositions of the control (CT) diet and the protein restricted (PR) diet. Table S2. List of all male mice studied with each litter represented by the first two numbers and letter of each ID. Table S3. Sequences of primers used for targeted analysis of DNA methylation at rDNA CpG −133 and the imprinted regions MEST, MCTS2, NESP and IGF2/H19. Figure S1. Growth rates of mice and lengths at death in each group. Figure S2. Absolute and relative organ weights. Figure S3. Absolute and relative adipose tissue deposit weights. Figure S4. Sperm small RNA size distribution analysis and sperm purity analysis. Figure S5. Read length distribution of reads mapping to the genome that also map to different classes of small RNA, normalised by total number of reads mapping to the genome. Figure S6. Maternal weight, food intake and litter size data. Figure S7. %A/C and CpG –133 meth % distribution in four diet groups. Figure S8. Growth trajectories plotted by pre-weaning litter size (including females). Figure S9. Pre-weaning litter size (including females) has no impact on CpG –133 A meth % in any of the groups. Supplementary methods. Rationale and explanation of the use of a linear model and robust standard errors to analyse the relationship between %A and CpG –133 A meth % instead of using litter averages or individuals from the same litter without correction for relatedness. R script used to perform the analysis is also included.

Additional file

| **Component (10% H2O)** | **CT diet** | **PR diet** |
| --- | --- | --- |
| Protein % | 21.9 | 7.48 |
| Arg | 1.14 | 0.23 |
| Cys | 0.31 | 0.14 |
| Gly | 0.93 | 0.29 |
| His | 0.5 | 0.17 |
| Iso | 0.99 | 0.37 |
| Leu | 1.81 | 0.55 |
| Lys | 1.11 | 0.46 |
| Met | 0.67 | 0.18 |
| Phe | 0.96 | 0.32 |
| Tyr | 0.63 | 0.3 |
| Thr | 0.78 | 0.25 |
| Trp | 0.25 | 0.07 |
| Val | 1.02 | 0.44 |
| Ser | 1.04 | 0.27 |
| Asp | 2.07 | 0.41 |
| Glu | 4.39 | 1.18 |
| Ala | 1.31 | 0.23 |
| Pro | 1.52 | 0.5 |
| Taurine | 0.04 | 0 |
| Gross energy MJ/kg | 19.35 | 15.68 |
| Metabolisable energy MJ/kg | 14.95 | 13.13 |
| Crude fat % | 21% | 7.36 |
| Crude fibre % | 2.2 | 7.36 |
| Nitrogen free extract % | 51.5 | 67.07 |
| Starch % | 36.4 | 41.22 |
| Cellulose, lignin % | 3 | 4.51 |
| Hemicellulose % | 7.9 | 0.09 |
| Sugar % | 1.77 | 24.52 |
| Sucrose % | 0.67 | 24.52 |
| Ash % | 5 | 3.36 |
| Vitamins |  |  |
| Vit A iu/kg | 17000 | 4000 |
| Vit D3 iu/kg | 3600 | 1441.28 |
| Vit E iu/kg | 67 | 76.77 |
| Vit B1 mg/kg | 16 | 4.6 |
| Vit B2 mg/kg | 9.7 | 4.65 |
| Vit B6 mg/kg | 12 | 5.39 |
| Vit B12 ug/kg | 61 | 23.49 |
| Vit C | 0 | 0 |
| Vit K mg/kg or ppm | 3.1 | 0.72 |
| Folic Acid mg/kg | 3.3 | 1.83 |
| Choline mg/kg | 2640 | 1261.63 |
| Biotin ug/kg | 300 | 187.91 |

Table S1
Compositions of the control (CT) diet and the protein restricted (PR) diet.

Table S2
List of all male mice studied with each litter represented by the first two numbers and letter of each ID. Diet groups and read counts for bisulfite sequencing and small RNA-seq are indicated as well as the number of small RNA reads that matched to the genome, which was used for normalisation and further analyses. Individuals from each diet group from each litter used for small RNA analysis are indicated. Raw data for %A and CpG-133 A meth % are shown.

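Table S2 gives for each small RNA library both all reads and the reads matching the genome. All reads per mouse ranged from 10709017 to 11802003 in the CTCT group and from 10959561 to 12628920 in the CTPR group, and from 11015874 to 13496750 and from 10834482 to 12514514 in the PRCT and PRPR groups. The reads matching the genome served as the denominator of the class percentages and as the library size in edgeR. With all reads as the denominator, the percentages are lower in each mouse, except that of all other reads, which is the remainder. The difference in cellular tRNA between the CTPR and CTCT groups was then 3.13 points in place of 5.98, on this smaller scale. Its P hardly changed (exact permutation tests, P = 0.0248 in place of P = 0.0235).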

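In Table S2, %A describes how many rDNA reads have an A at the variant position, as a percentage of rDNA copies in the legend of Fig. 3 and as a ratio of A to C reads in the formula of the methods, and the methylation percentage is that of the A reads only. Averaged over the mice listed, %A was 44.9 ± 2.74 (SD, n = 17) in the CTCT group, 45.8 ± 2.18 (n = 16) in the CTPR group, 43.2 ± 3.42 (n = 17) in the PRCT group and 46.1 ± 4.90 (n = 14) in the PRPR group. The methylation of the A reads was 29.9% ± 11.2, 27.3% ± 11.3, 29.2% ± 13.0 and 33.8% ± 11.4 in the same order. Between 27439 and 540543 bisulfite reads were counted per mouse. Over these mice, Pearson's r between the measures was -0.252 (permutation P = 0.328) in the CTCT group, -0.590 (permutation P = 0.0171) in the CTPR group, 0.501 (permutation P = 0.0403) in the PRCT group and -0.144 (permutation P = 0.627) in the PRPR group, or 0.437, 0.0684, 0.0807 and 0.627 after Benjamini-Hochberg adjustment over the 4 groups. Spearman's rho was -0.167 (permutation P = 0.520), -0.426 (P = 0.101), 0.689 (P = 0.00293) and -0.0813 (P = 0.785). Without the 2 mice farthest from the median %A, r was -0.114, -0.384, 0.522 and 0.224, and the permutation P was then 0.175 in the CTPR group and 0.0457 in the PRCT group. These permutations treat littermates as independent mice.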

| **Target** | **RefSeq ID** | **FP (5'-3')** | **RP (5'-3')** |
| --- | --- | --- | --- |
| CpG-133 | BK000964 | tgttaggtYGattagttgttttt | tatcaatacctatctccaaatcca |
| MEST | NM_008590 | TTTGGATTTATAATGGTAGGGTTA | ATTTATCTAATACCACCAAACCAA |
| MCTS2 | NM_025543 | AGTATTAGAATATTGGGGGATTTT | TACCCCACTAATTCTTCTTCAAAT |
| NESP | AF175305 | ATAGTGGATAGTGTTTGGAGGATA | CCAAAACCACTTCTTATTACTCTC |
| IGF2/H19 | NM_001122737 | ATGGGATTATAGATGGTGATAGG | AAACAAAACACATACATTTTCTAAAC |

Table S3
Sequences of primers used for targeted analysis of DNA methylation at rDNA CpG -133 and the imprinted regions MEST, MCTS2, NESP and IGF2/H19.

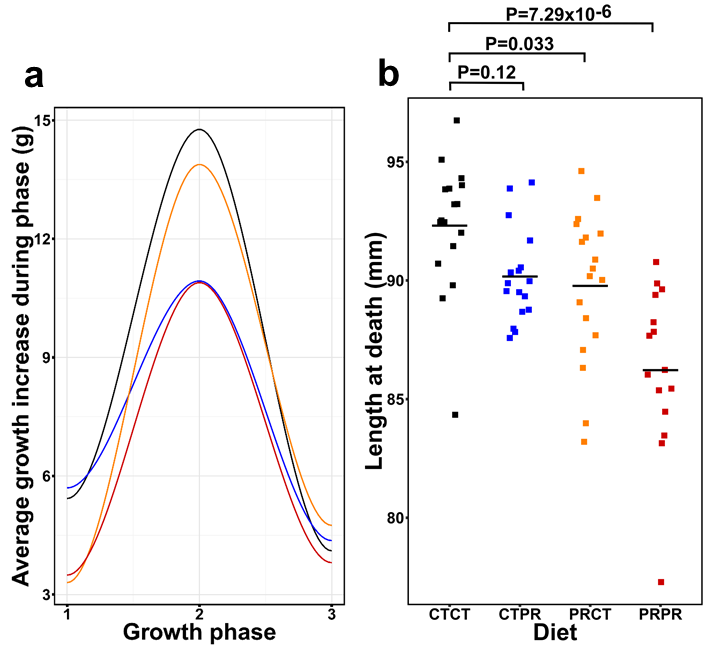

Figure S1
**a** Mean growth increase in each diet group during growth phase 1 (7-21 days of age), growth phase 2 (21-42 days of age) and growth phase 3 (42-63 days of age). After weaning at 21 days, growth increase is the same in post-weaning diet groups. **b** Lengths at death were significantly different from controls in the PRCT and PRPR groups.

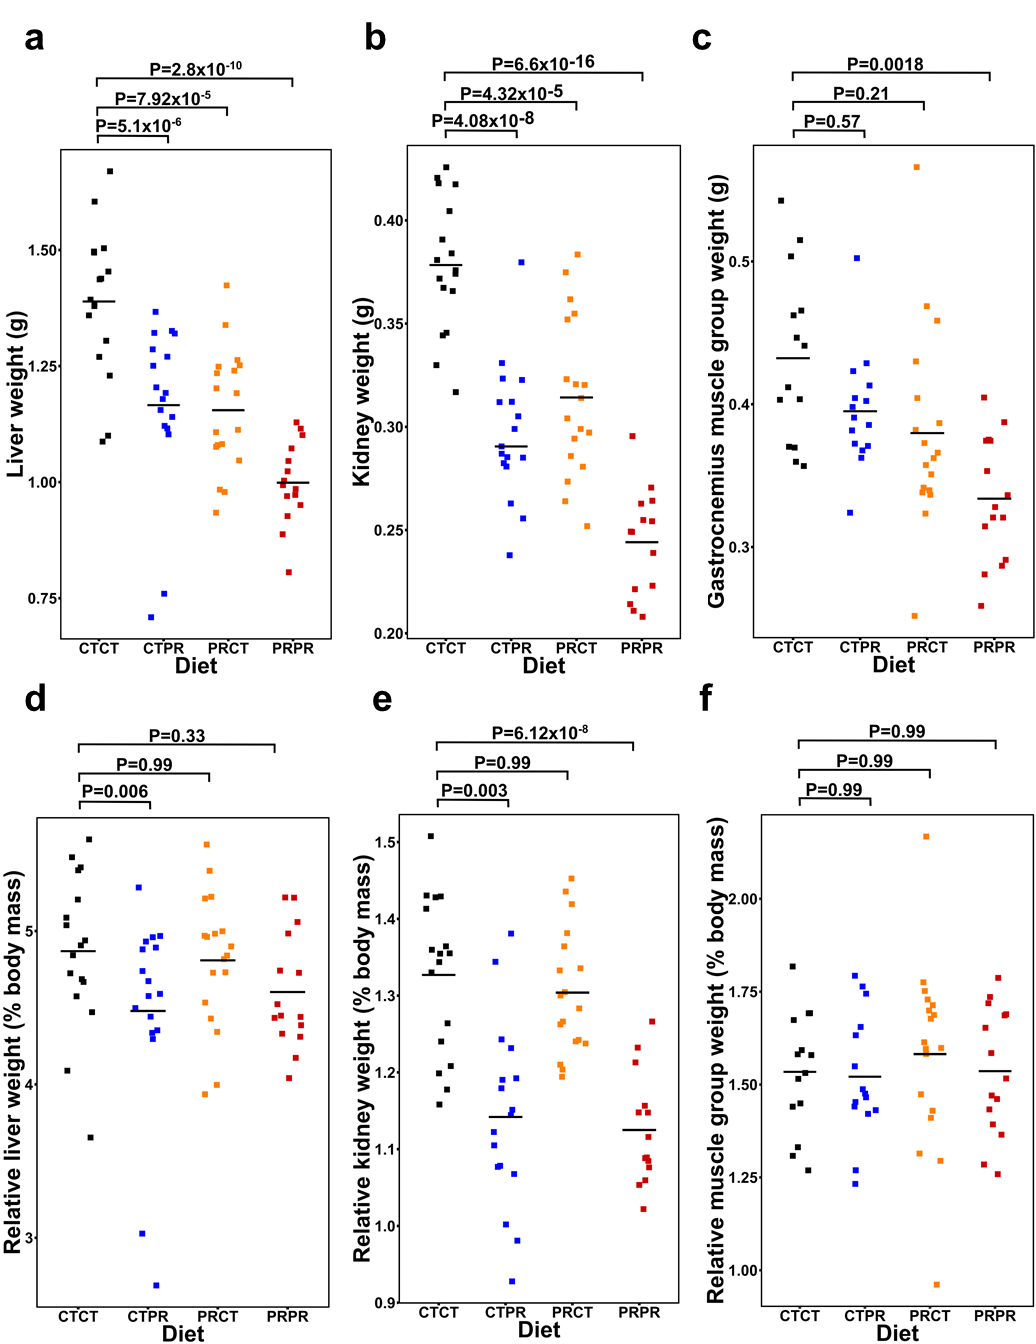

Figure S2 **a** Absolute liver weights were lower in the CTPR, PRCT and PRPR groups compared with the CTCT group. **b** Absolute kidney weights (weight of both kidneys combined) were lower in the CTPR, PRCT and PRPR groups than in the CTCT group, although CTPR kidney weights were lower than PRCT weights. **c** Gastrocnemius muscle group absolute weight tracked with the body weights at death. **d** Relative liver weights were lower in the CTPR group but the same as controls in PRCT and PRPR. **e** Relative kidney weights (both kidneys combined) were the same between CTCT and PRCT but CTPR and PRPR groups had lower relative kidney weights. **f** The relative muscle weights were the same between the four diet groups.

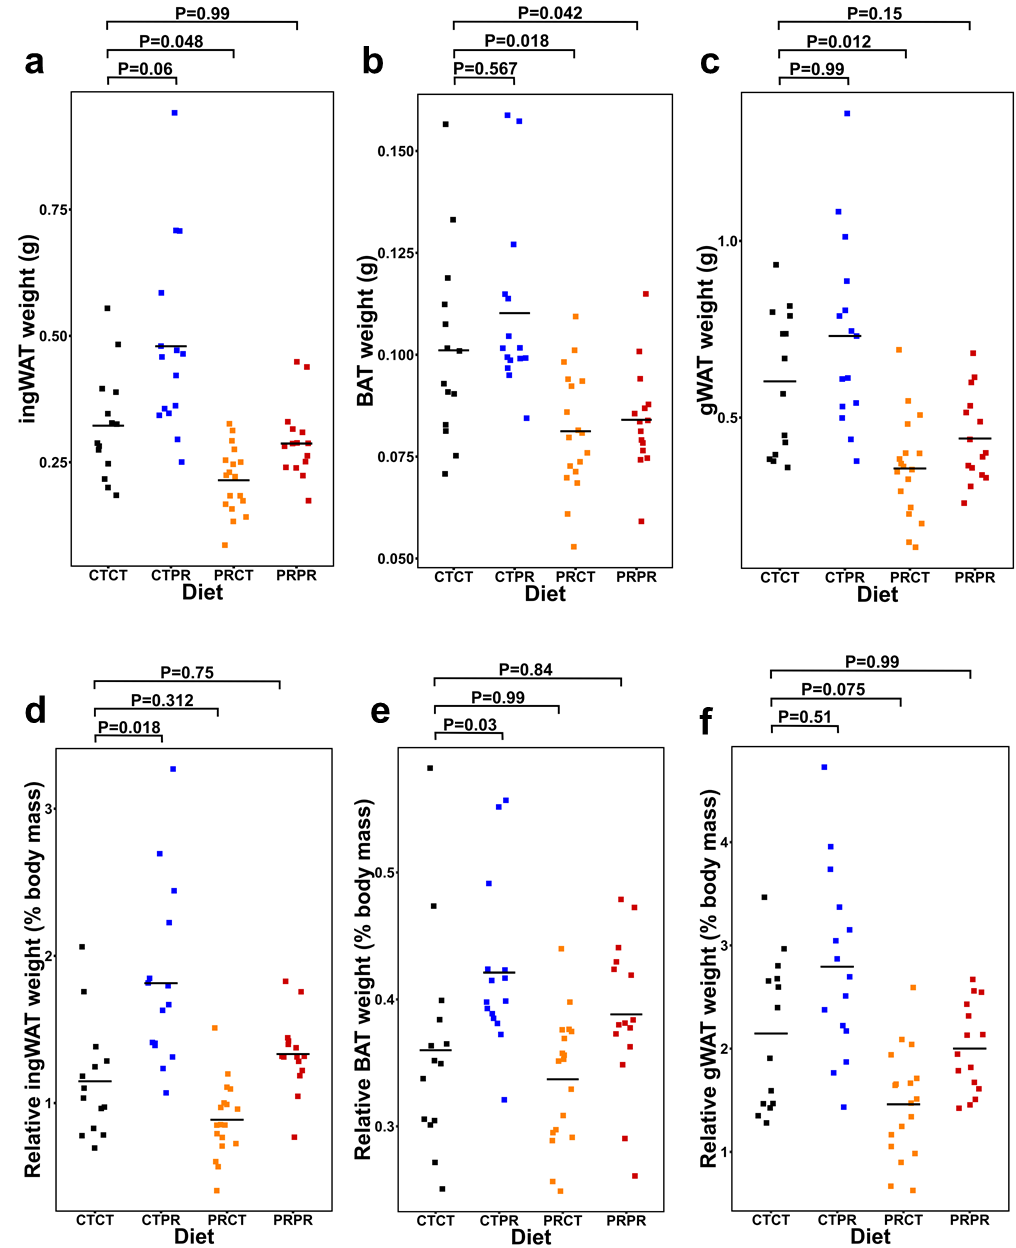

Figure S3 **a** Absolute weight of the two subcutaneous inguinal white adipose tissue deposits (ingWAT) was lower in PRCT but the same in CTPR and PRPR as the CTCT group. **b** Absolute weight of the interscapular brown adipose tissue deposit (BAT) was the same in CTPR and lower in PRCT and PRPR than in the CTCT group. **c** Absolute weight of the perigonadal visceral white adipose tissue deposit (gWAT) was the same in CTPR and PRPR, and lower in PRCT than CTCT group. **d** ingWAT weight relative to body mass was higher in CTPR, but the same in PRCT and PRPR compared to the CTCT group. **e** BAT weight relative to body mass was higher in CTPR and the same in PRCT and PRPR as the CTCT group. **f** gWAT weight relative to body mass was the same between groups.

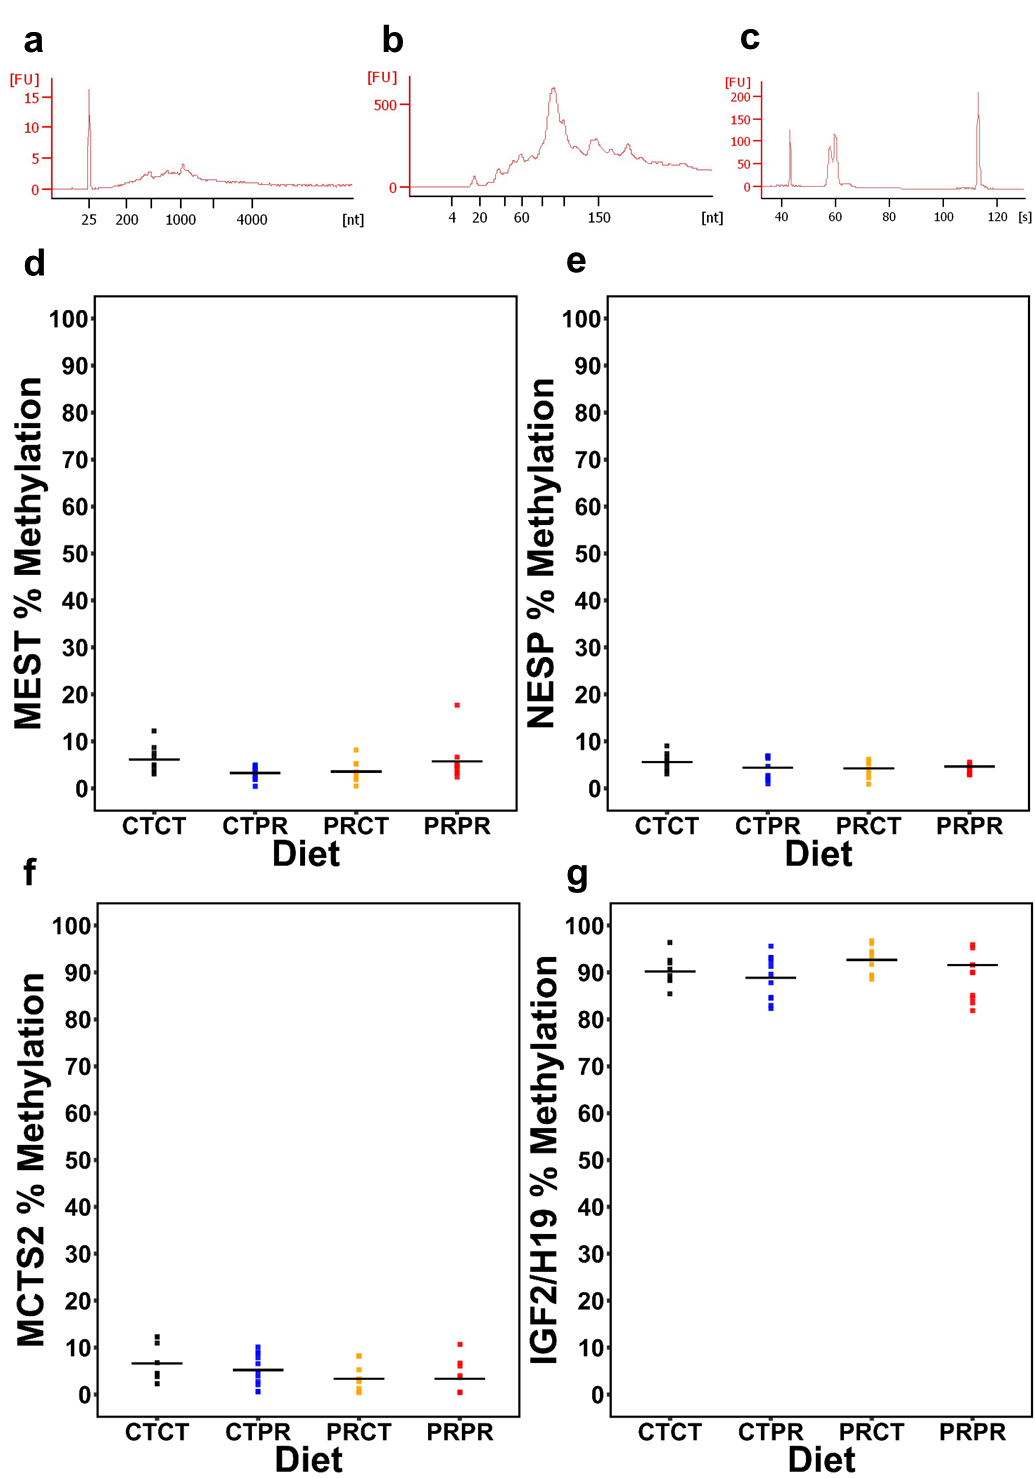
Figure S4
**a** Representative sperm small RNA trace from Agilent Bioanalyser RNA 6000 Nano chip, showing a lack of somatic cell contamination due to the absence of ribosomal RNA peaks. **b** Representative sperm small RNA trace from Agilent Bioanalyser Small RNA chip. **c** Representative small RNA library trace from Agilent Bioanalyser High Sensitivity DNA chip after size selection. **d** High sperm purity is demonstrated in all four groups by low methylation levels at the three imprinting control regions MEST,(**e**) NESP and (**f**) MCTS2 but high methylation levels at the imprinting control region IGF2/H19 (**g**).

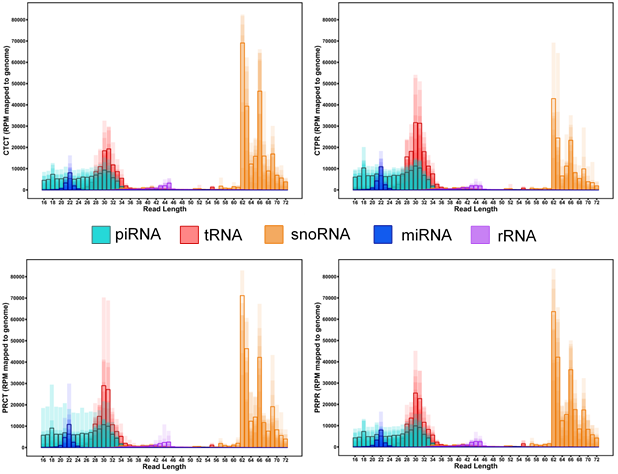

Figure S5
Read length distribution of reads mapping to the genome that also map to different classes of small RNA, normalised by total number of reads mapping to the genome. Each sample is plotted and overlaid. Group averages are represented by the darker coloured lines.

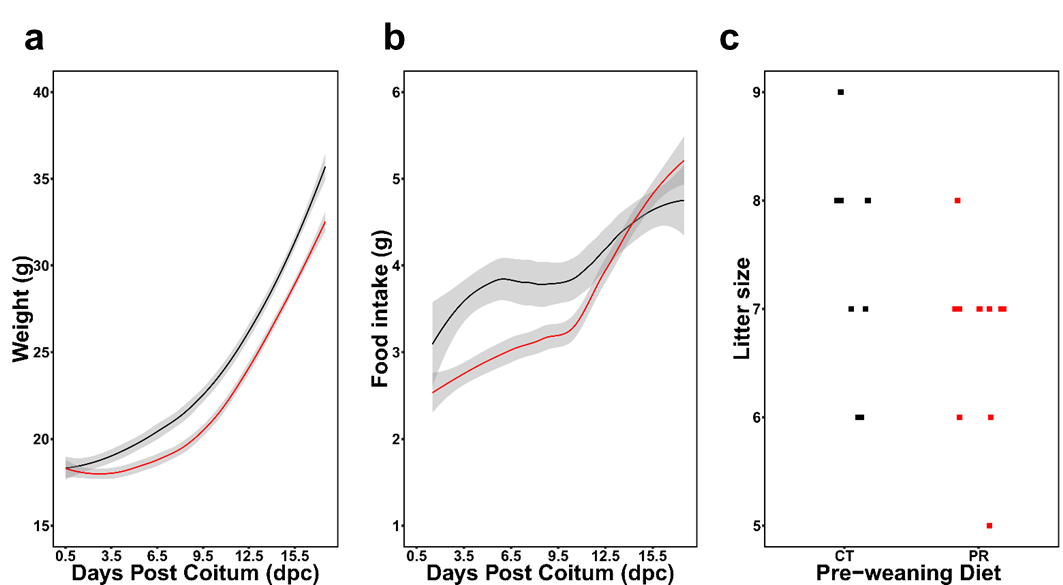

Figure S6
**a** Weight progression of pregnant females fed either a CT diet (black, n=8) or a PR diet (red, n=9) between 0.5 and 17.5 dpc. Coloured line = loess curve; span=0.6, grey area = 95% confidence limits. **b** Food intake of pregnant females fed either a CT diet (n=10) or PR diet (n=13) measured between 1.5 and 17.5 dpc. Coloured line = loess curve; span=0.7, grey area = 95% confidence limit. **c** Litter size is the same between CT and PR exposed mothers (Welch’s t-test, P=0.079).

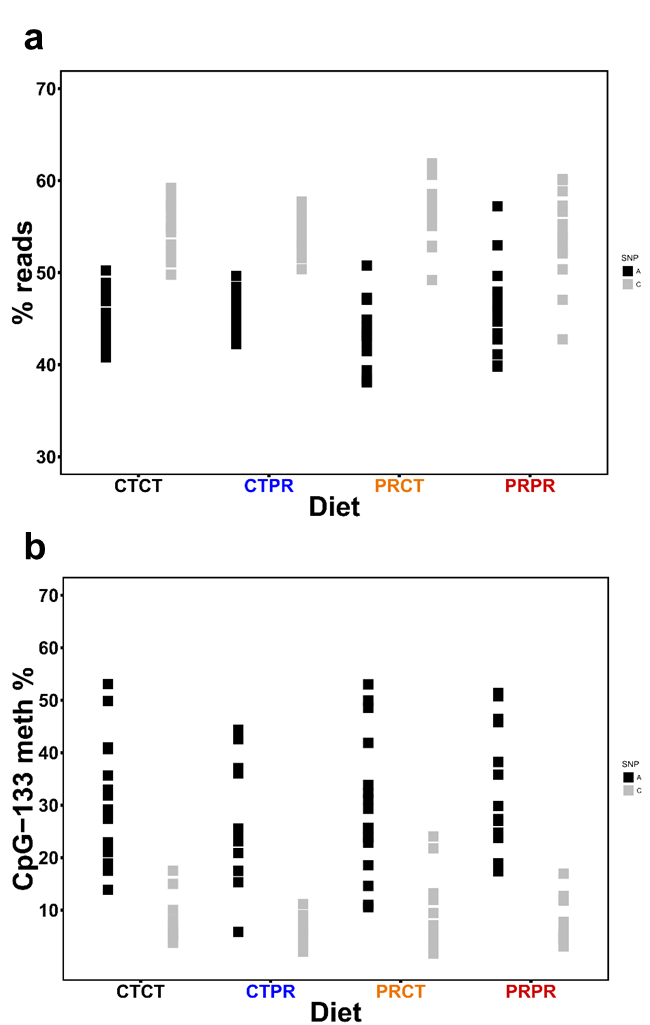
Figure S7
**a** Percentage of reads with an ‘A’ at position -104 (black) and ‘C’ at position -104 (grey) in the ribosomal DNA in each diet group. %A is the reciprocal of %C. %A and %C are the same between the groups (ANOVA; P=0.06 and P=0.06 respectively). **b** Percentage of ‘A reads’ that are methylated at position -133 (black) compared with the percentage of ‘C reads’ that are methylated at position -133 (grey) in each diet group. CpG-133 A meth % and CpG-133 C meth % are the same between the groups (ANOVA; P=0.5 and P=0.39 respectively).

Figure S8
Growth trajectories plotted by pre-weaning litter size (including females). Points represent individual weight measurements of each mouse. Grey shaded area represents the 95% confidence boundary for the data represented by the coloured line. Although there is variation in growth rate depending on the size of the litter, t
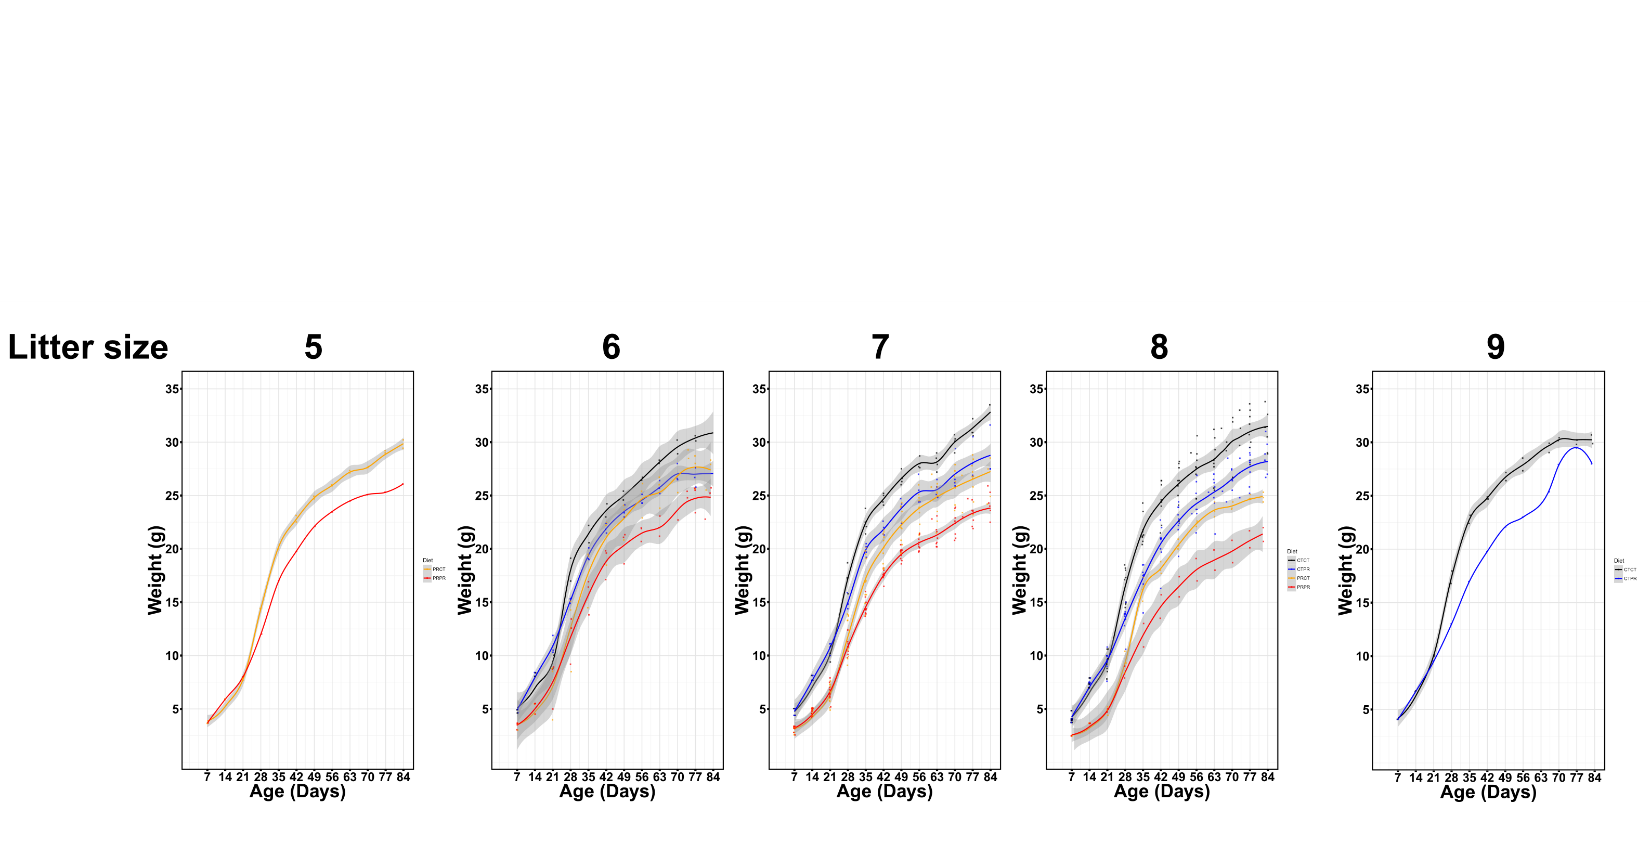
he growth trajectories of the four groups remain distinct.

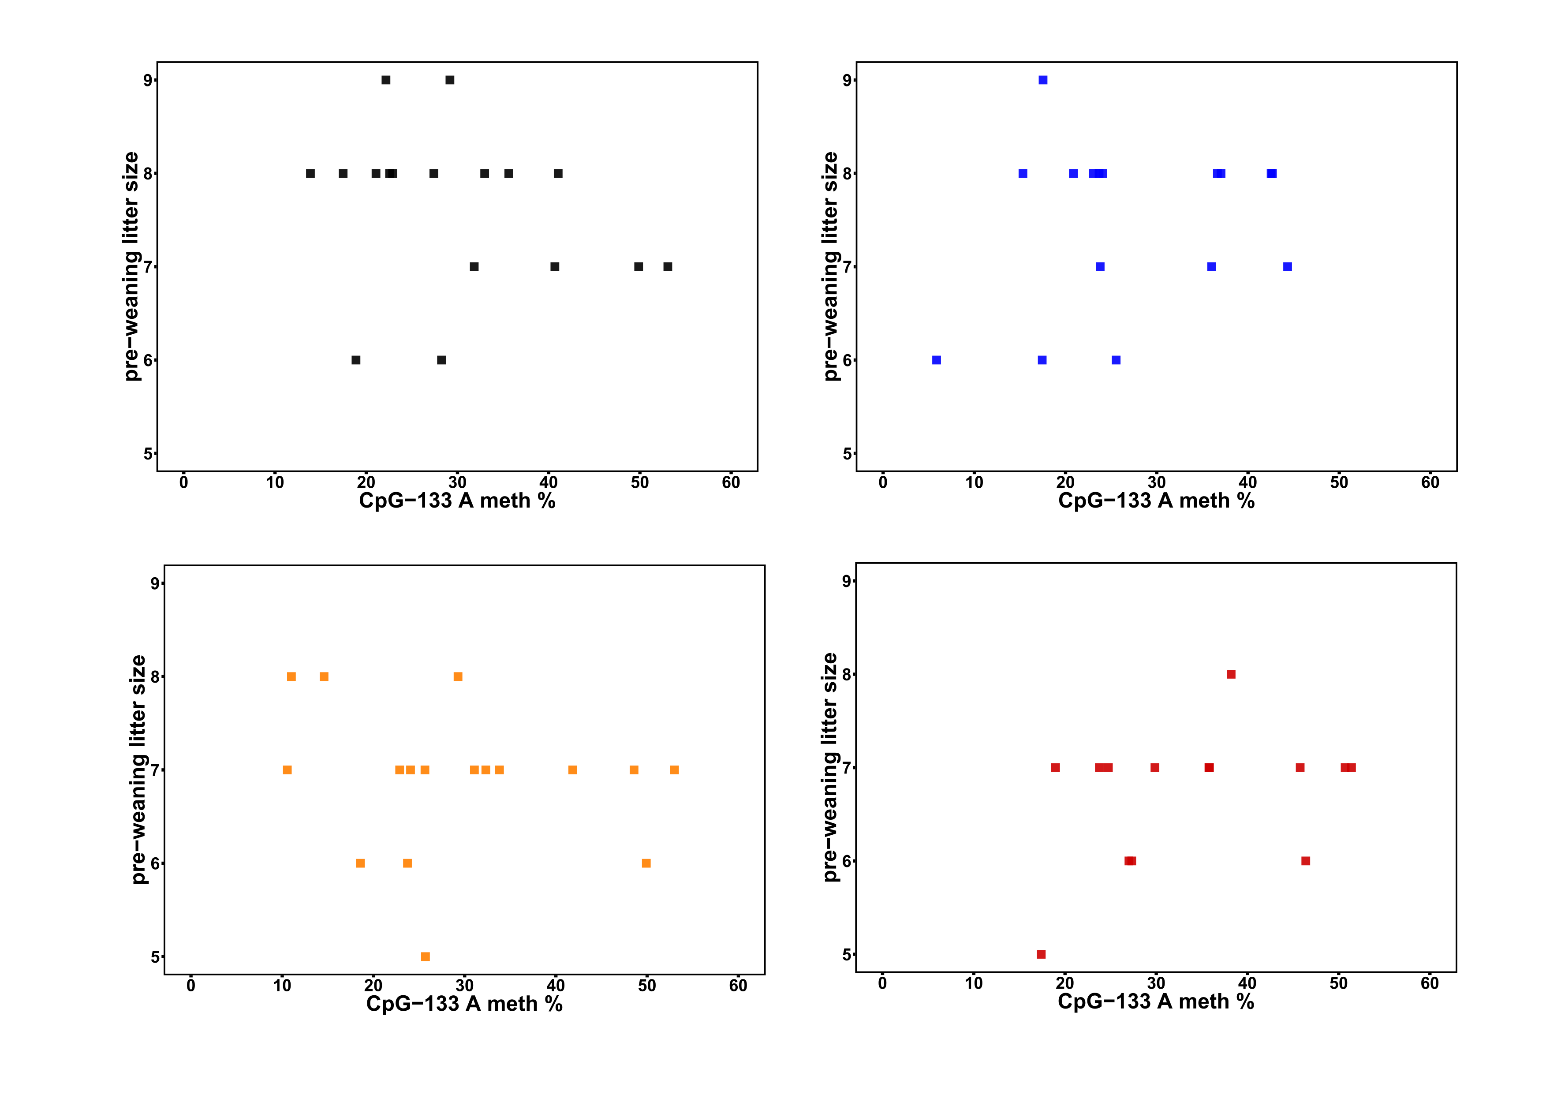

Figure S9
Pre-weaning litter size (including females) has no impact on CpG-133 A meth % in any of the groups. Despite variation in litter sizes, there is no difference overall between the litter sizes in the pre-weaning CT and PR group and litter size is not a confounding factor in determining CpG-133 A meth %.

Supplementary methods

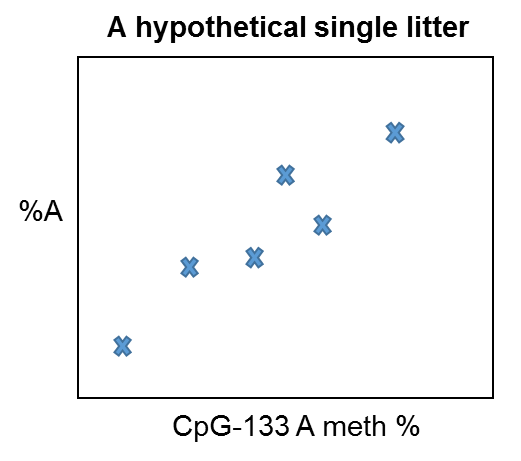
For figure 3, we have included all of the mice that were used in the experiment, some of which were siblings that were on the same dietary regimes, to assess the relationship between %A and CpG-133 A meth %. When multiple siblings are used in an analysis such as this, it is commonplace to take a litter average. Had we performed Pearson’s product moment correlation tests on the litter averages of %A and CpG-133 A meth % in the four groups, the results would have been CTCT cor=-0.267, P=0.4567 (P_adjust_=0.99); CTPR cor=-0.516, P=0.1038 (P_adjust_=0.4152); PRCT cor=0.73, P=0.02549 (P_adjust_=0.101), PRPR cor=-0.086, P=0.8139 (P_adjust_=0.99). However, the hypothetical plot below illustrates why this would not be appropriate in this case. %A and CpG-133 A meth % vary between siblings (despite these mice being an inbred strain) and taking an average would have meant the possibility of losing a relationship such as the one in the hypothetical plot below within a litter, and reducing the amount of usable data.

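From the values listed per mouse in Table S2, averaged by litter, Pearson's r was -0.267 over 10 litters in the CTCT group (permutation test, P = 0.461), -0.516 over 11 litters in the CTPR group (P = 0.105), 0.731 over 9 litters in the PRCT group (exact permutation P = 0.0283) and -0.0857 over 10 litters in the PRPR group (P = 0.811). After Benjamini-Hochberg adjustment over the 4 groups, the values were 0.614, 0.210, 0.113 and 0.811. Spearman's rho was -0.0545 (permutation P = 0.892), -0.573 (permutation P = 0.0715), 0.650 (exact permutation P = 0.0666) and -0.176 (permutation P = 0.632) in the same order. Without the 2 litters farthest from the median %A, r was 0.231, -0.477, 0.826 and 0.626. A litter average gives each litter the same weight, whatever the number of its mice.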

On the other hand, if we had treated all of the points as if they were independent, as would have been the case if we had run a Pearson’s product moment correlation test or a simple linear regression on all individuals, there could have been biases in the data caused by clustering of siblings, that could have resulted in an incorrect evaluation of the relationship between %A and CpG-133 A meth %. To correct for this, we used a linear model with robust standard errors to calculate the P values. This takes into account the clusters of siblings and corrects for them. When using this method, P values can become less significant (as in the CTPR group) or more significant (as in the PRCT group) depending on the data. The R script used to perform this analysis is outlined below.

We use the Pearson’s product moment correlation coefficient as a purely descriptive value because correlation coefficients are more easily interpreted than effect sizes. The P value does not therefore relate to the correlation coefficient, but to the linear model with robust standard errors analysis (signified by Plin).

R script for linear model with robust standard errors and calculation of correlation coefficient.

#libraries for robust standard error calculation

library**(**plm**)**

library**(**lmtest**)**

#data read into R

data**<-**read.csv**(**"/path/to/data/supplementary/table/"**)**

#data subsetted by diet group

PRCT**=**subset**(**data, diet**==**"PRCT"**)**

CTCT**=**subset**(**data, diet**==**"CTCT"**)**

PRPR**=**subset**(**data, diet**==**"PRPR"**)**

CTPR**=**subset**(**data, diet**==**"CTPR"**)**

#Pearson's product moment correlation calculated to describe the relationship between %A and CpG-133 A meth%

cor.test**(**CTCT**$**sperm_cpg133a, CTCT**$**sperm_aperc**)**

# Pearson's product-moment correlation

#data: CTCT$sperm_cpg133a and CTCT$sperm_aperc

#t = -1.0081, df = 15, p-value = 0.3294

#alternative hypothesis: true correlation is not equal to 0

#95 percent confidence interval:

# -0.6534320 0.2602533

#sample estimates:

# cor

#-0.2519017

cor.test**(**CTPR**$**sperm_cpg133a, CTPR**$**sperm_aperc**)**

#Pearson's product-moment correlation

#data: CTPR$sperm_cpg133a and CTPR$sperm_aperc

#t = -2.7366, df = 14, p-value = 0.01606

#alternative hypothesis: true correlation is not equal to 0

#95 percent confidence interval:

# -0.8401796 -0.1337847

#sample estimates:

# cor

#-0.59034

cor.test**(**PRCT**$**sperm_cpg133a, PRCT**$**sperm_aperc**)**

#Pearson's product-moment correlation

#data: PRCT$sperm_cpg133a and PRCT$sperm_aperc

#t = 2.2426, df = 15, p-value = 0.04046

#alternative hypothesis: true correlation is not equal to 0

#95 percent confidence interval:

# 0.0269279 0.7911802

#sample estimates:

# cor

#0.5010872

cor.test**(**PRPR**$**sperm_cpg133a, PRPR**$**sperm_aperc**)**

#Pearson's product-moment correlation

#data: PRPR$sperm_cpg133a and PRPR$sperm_aperc

#t = -0.5049, df = 12, p-value = 0.6228

#alternative hypothesis: true correlation is not equal to 0

#95 percent confidence interval:

# -0.6268383 0.4183677

#sample estimates:

# cor

#-0.1442269

####calculation of P values using linear model with robust standard errors####

#This is done because the Pearson's product moment correlation coefficent does not account for relatedness between siblings in the same diet group which could cause biases in the data.

###CTCT###

# Calculate a normal linear model first

model **<-** lm**(**CTCT**$**sperm_aperc **~** CTCT**$**sperm_cpg133a**)**

summary**(**model**)$**coefficients**[**"CTCT$sperm_cpg133a",**]**

# Calculate the clustered robust variance estimator

dat**<-**data.frame**(**"DNA.meth" **=** CTCT**$**sperm_cpg133a, "Percent.A" **=** CTCT**$**sperm_aperc, "litter" **=** CTCT**$**dam, "ID" **=** CTCT**$**ID**)**

p.dat**<-**pdata.frame**(**dat, index **=** c**(**"litter", "ID"**)**, drop.index **=** F, row.names **=** T**)**

pm1 **<-** plm**(**Percent.A **~** DNA.meth, model **=** "pooling", data **=** p.dat, na.action **=** na.omit **)**

G **<-** length**(**unique**(**CTCT**$**dam**))**

N **<-** length**(**CTCT**$**dam**)**

dfa **<-** **(**G**/(**G **-** 1**))** ***** **(**N **-** 1**)/**pm1**$**df.residual

firm_c_vcov **<-** dfa ***** vcovHC**(**pm1, type **=** "HC0", cluster **=** "group", adjust **=** T**)**

coeftest**(**pm1, vcov **=** firm_c_vcov**)[**"DNA.meth", c**(**1,2,4**)]**

# Estimate Std. Error Pr(>|t|)

#-0.06168394 0.06615916 0.36591745

#Bonferroni's correction for n=4 tests P=0.99

###CTPR###

# Calculate a normal linear model first

model **<-** lm**(**CTPR**$**sperm_aperc **~** CTPR**$**sperm_cpg133a**)**

summary**(**model**)$**coefficients**[**"CTPR$sperm_cpg133a",**]**

# Calculate the clustered robust variance estimator

dat**<-**data.frame**(**"DNA.meth" **=** CTPR**$**sperm_cpg133a, "Percent.A" **=** CTPR**$**sperm_aperc, "litter" **=** CTPR**$**dam, "ID" **=** CTPR**$**ID**)**

p.dat**<-**pdata.frame**(**dat, index **=** c**(**"litter", "ID"**)**, drop.index **=** F, row.names **=** T**)**

pm1 **<-** plm**(**Percent.A **~** DNA.meth, model **=** "pooling", data **=** p.dat, na.action **=** na.omit **)**

G **<-** length**(**unique**(**CTPR**$**dam**))**

N **<-** length**(**CTPR**$**dam**)**

dfa **<-** **(**G**/(**G **-** 1**))** ***** **(**N **-** 1**)/**pm1**$**df.residual

firm_c_vcov **<-** dfa ***** vcovHC**(**pm1, type **=** "HC0", cluster **=** "group", adjust **=** T**)**

coeftest**(**pm1, vcov **=** firm_c_vcov**)[**"DNA.meth", c**(**1,2,4**)]**

# Estimate Std. Error Pr(>|t|)

#-0.11407980 0.04958822 0.03731190

#Bonferroni's correction for n=4 tests P=0.15

####PRCT####

# Calculate a normal linear model first

model **<-** lm**(**PRCT**$**sperm_aperc **~** PRCT**$**sperm_cpg133a**)**

summary**(**model**)$**coefficients**[**"PRCT$sperm_cpg133a",**]**

# Calculate the clustered robust variance estimator

dat**<-**data.frame**(**"DNA.meth" **=** PRCT**$**sperm_cpg133a, "Percent.A" **=** PRCT**$**sperm_aperc, "litter" **=** PRCT**$**dam, "ID" **=** PRCT**$**ID**)**

p.dat**<-**pdata.frame**(**dat, index **=** c**(**"litter", "ID"**)**, drop.index **=** F, row.names **=** T**)**

pm1 **<-** plm**(**Percent.A **~** DNA.meth, model **=** "pooling", data **=** p.dat, na.action **=** na.omit **)**

G **<-** length**(**unique**(**PRCT**$**dam**))**

N **<-** length**(**PRCT**$**dam**)**

dfa **<-** **(**G**/(**G **-** 1**))** ***** **(**N **-** 1**)/**pm1**$**df.residual

firm_c_vcov **<-** dfa ***** vcovHC**(**pm1, type **=** "HC0", cluster **=** "group", adjust **=** T**)**

coeftest**(**pm1, vcov **=** firm_c_vcov**)[**"DNA.meth", c**(**1,2,4**)]**

#Estimate Std. Error Pr(>|t|)

#0.1319849465 0.0269692494 0.0001946462

#Bonferroni's correction for n=4 tests P=0.0008

####PRPR####

# Calculate a normal linear model first

model **<-** lm**(**PRPR**$**sperm_aperc **~** PRPR**$**sperm_cpg133a**)**

summary**(**model**)$**coefficients**[**"PRPR$sperm_cpg133a",**]**

# Calculate the clustered robust variance estimator

dat**<-**data.frame**(**"DNA.meth" **=** PRPR**$**sperm_cpg133a, "Percent.A" **=** PRPR**$**sperm_aperc, "litter" **=** PRPR**$**dam, "ID" **=** PRPR**$**ID**)**

p.dat**<-**pdata.frame**(**dat, index **=** c**(**"litter", "ID"**)**, drop.index **=** F, row.names **=** T**)**

pm1 **<-** plm**(**Percent.A **~** DNA.meth, model **=** "pooling", data **=** p.dat, na.action **=** na.omit **)**

G **<-** length**(**unique**(**PRPR**$**dam**))**

N **<-** length**(**PRPR**$**dam**)**

dfa **<-** **(**G**/(**G **-** 1**))** ***** **(**N **-** 1**)/**pm1**$**df.residual

firm_c_vcov **<-** dfa ***** vcovHC**(**pm1, type **=** "HC0", cluster **=** "group", adjust **=** T**)**

coeftest**(**pm1, vcov **=** firm_c_vcov**)[**"DNA.meth", c**(**1,2,4**)]**

# Estimate Std. Error Pr(>|t|)

#-0.06177019 0.12298078 0.62456351

#Bonferroni's correction for n=4 tests P=0.99

How the deposited data were processed for this re-analysis (not part of the article)

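Small RNA was sequenced from sperm of 38 mice in 4 diet groups, 10 CTCT, 9 CTPR, 9 PRCT and 10 PRPR. The authors mapped the reads to mm10 and to small RNA databases with the SPORTS 1.0 pipeline and deposited read counts per small RNA class and per class member for each mouse, without normalisation and without pooling of mice. The versions of the databases and the aligner's settings are not named in the paper's text. Groups and litters were taken from Table S2, which for mice 47I1 and 47I2 differs from the sample labels.

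The reads matching the genome were summed per class over the databases that list it and divided by the reads mapped to the genome given in Table S2, to give percentages in 11 categories. Differences in mean percentage from the CTCT group were tested with two-sided permutation tests, exact where a group held fewer than 10 mice and with 100000 permutations otherwise, adjusted by Benjamini-Hochberg over 33 comparisons. The class composition was tested as a whole with a permutation test and with Fisher's exact test on rounded percentages, simulated with 100000 tables. The dependence of the post-weaning effect on the pre-weaning diet was tested by permuting the post-weaning diet within each pre-weaning diet. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. In simulated groups with no difference, the permutation test of a difference called 6.25% of 400 data sets, and that of the interaction 7.0% of 100.

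Counts of 54 tRNA isoacceptors with at least 1 read in all mice together were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, reads mapped to the genome as library size, all groups in 1 fit). The paper's analysis used an older version of R, in which edgeR's quasi-likelihood method differed, so that method was run as an alternative. The same test was applied to the 8643 class members and classes kept by edgeR's filter on low counts. On simulated counts, the test of tRNA fragments recovered 80% of 10 fragments changed by a log2 fold change of 2, and 0% of its calls were false. The simulated fragments varied independently of each other. The test of all features recovered 5.5% of 200 features changed by a log2 fold change of 2, with 52.2% of its calls false, and 59% of those changed by 4, with 35.9% false, so its calls are weak evidence. Restricted to the 432 features with at least 10 counts in every mouse, it recovered 94% with 2.08% false. DESeq2 1.42.0 was an alternative to edgeR.

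The features named in the text were chosen by a rule set before the data were examined. It takes the tRNA fragments labelled in Fig. 4b, the tRNA fragments with a nominal P under 0.05, up to 3 features per direction and comparison with an adjusted P under 0.05, and the 3 most abundant features of each class discussed. The counts list members for tRNA and piRNA only among those 4 classes. Alternatives covered the denominator, the scale, the normalisation, filters on low counts, litter as a block, the grouping of litter 47I, leaving out litters 47I and 02A, and the tool. A share of tRNA reads by length was intended, but read lengths were not analysed here. Leaving out mice with incomplete totals, taking a class from 1 database, the older edgeR method and combinations of readings of Fisher's test were chosen after seeing the data.

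The reads mapped to the genome per mouse ranged from 4465281 to 7612603. At this depth, counting error is small for the classes and for abundant fragments, and the spread between mice sets the precision. tRNA-Ser-GGA, with 1.28 reads per 1000000 in the CTCT group, is counted from few reads.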

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

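The tests of the totals of mice 35F2 and 08G5, of the features without mouse 35F2, of tRNA-Ala-TGC without mouse 59L1, and of mitochondrial tRNA with single CTCT mice left out, were chosen only after the result was seen.

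A single mouse lay apart from the rest of its group, by Dixon's criterion on the gap to the nearest mouse divided by the range, in 9 of 44 tests of a class in a group and in 20 of 111 tests of a named feature. Chance gives about 1 in 20. The percentages and abundances are skewed upwards, which the criterion does not allow for, and all of these mice are the highest of their group. The features are not independent of each other.

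Mouse 35F2 was the highest CTCT mouse for snRNA (9.90% against at most 2.81% in the others, gap over range 0.763) and for unannotated reads (18.9% against 13.6%, 0.548). It also held nearly all reads of ensembl-sense_overlapping (4625 reads per 1000000 against 5.15, 0.999), ensembl-bidirectional_promoter_lncRNA (6891 against 17.5, 0.999) and Rfam-snoRNA (10479 against 334, 0.969) in the CTCT group. Its class totals exceed its reads mapped to the genome by 613236, more than in any other CTCT mouse. A fault in the deposited totals of this mouse is therefore a candidate explanation, and no biological explanation was tested for a single mouse.

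Mouse 08G5 was the highest PRPR mouse for all other reads (42.0% against 26.7%, 0.643) and for ensembl-sense_overlapping (6.30 reads per 1000000 against 3.28, 0.744). Its class totals differ from its reads mapped to the genome by -1242386, and all other reads are the remainder, so that the high percentage may be the missing reads. However, its littermate 08G3 had 39.6% all other reads, the highest of the PRCT group, with totals that differ by only -724 reads. Missing reads and litter can therefore not be told apart for mouse 08G5.

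Both mice of litter 02A were the highest of their group for lincRNA, with 16.1% in mouse 02A6 (CTCT, 0.853) and 8.11% in mouse 02A8 (CTPR, 0.718), and 02A6 also for rRNA (3.97%, 0.5677). These are the libraries with the fewest reads mapped to the genome. Among the other 36 mice, no fall of the lincRNA percentage with depth was detected (Pearson's r within groups -0.0678, permutation P = 0.695, Spearman's rho -0.170, permutation P = 0.321, r without the 2 mice farthest in depth -0.287, permutation P = 0.102). Those mice have at least 5551605 reads, more than the 4465281 and 4596770 of litter 02A, so the pattern cannot be told apart from depth, nor from litter, dam and any shared handling.

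Mouse 09H5 was the highest CTPR mouse for snoRNA (34.3% against at most 18.0%, 0.607). A litter effect was tested through its CTCT littermate, which had the second highest value, with 1 CTCT mouse above it, and so missed the criterion of being the highest by 1 mouse. Mouse 51O3 was the highest PRPR mouse for snRNA (9.22%, 0.479), and 3 PRCT mice lay above its littermate. Mouse 08G3 was the highest PRCT mouse for rRNA (4.52%, 0.627). No explanation was tested for it.

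Mouse 59L1 met Dixon's criterion as the highest PRCT mouse for 7 of the named tRNA fragments. The gaps over range were 0.925 for tRNA-Ala-TGC, 0.800 for tRNA-Arg-TCT, 0.697 for tRNA-Arg-CCG, 0.599 for tRNA-Thr-CGT, 0.518 for tRNA-Thr-AGT, 0.509 for tRNA-Glu-CTC and 0.497 for tRNA-Gly-ACC. Mouse 59L1 was also the highest PRCT mouse for further fragments that missed the criterion, tRNA-Gly-GCC among them. It had the most reads mapped to the genome of all mice (7612603) and 24.6% cellular tRNA. Without it, edgeR's test of tRNA-Ala-TGC in the PRCT group gave P = 0.56801, so this 1 mouse may account for the nominal result. Mouse 47I2 was the highest CTCT mouse for tRNA-Ser-GGA (0.849), tRNA-Gly-ACC (0.795) and piR-mmu-2819708 (0.703). It is one of the mice whose group differs between Table S2 and the sample labels. Other single mice were the highest for piR-mmu-2819708 (57P1, CTPR, 0.556), piR-mmu-9033385 (57P1, CTPR, 0.652), tRNA-Val-CAC (46I3, PRPR, 0.615), tRNA-Ser-GGA (40H1, PRCT, 0.647, and 46I3, PRPR, 0.7103) and tRNA-Arg-TCT (40H3, PRPR, 0.664).

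The response of mitochondrial tRNA to post-weaning PR differed between mice of CT and of PR dams by 3.10 percentage points (permutation test, P = 0.0278, adjusted P = 0.111 over 4 classes). Depth, as reads mapped to the genome, was tested in the CTPR group without regard to litter. With the dependence on it removed, the difference from the CTCT group had P = 0.00804 (exact permutation test). No single CTCT mouse carried that difference (largest P with 1 mouse left out 0.0118, exact permutation test). All reads of the library, which were higher in the CTPR group, were not adjusted for. With litter as a block the difference was 2.58 (exact permutation test, P = 0.0743, correlation of paired littermates 0.13). The paper's own design gives a biological explanation, in which pre-weaning PR alters the later response, but the result fails the correction, and batches of extraction or library preparation were not tested, so it cannot be told apart from those.

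Among features that the paper did not test singly, 3 had an adjusted P under 0.05 in the CTPR group, 2 in the PRCT group and 6 in the PRPR group (edgeR, 8643 features), all lower than in the CTCT group. The log2 fold changes were -7.30, -7.54 and -7.26 for ensembl-sense_overlapping in the CTPR, PRCT and PRPR groups, and -5.82, -6.01 and -6.05 for ensembl-bidirectional_promoter_lncRNA. Rfam-snoRNA had -6.02 in the CTPR group, and piR-mmu-14239525 had -7.05 in the PRPR group. Without mouse 35F2, 0 of the 3, 0 of the 2 and 3 of the 6 were still called (620, 412 and 341 features had an unadjusted P under 0.05), which indicates that this mouse accounts for the calls in the CTPR and PRCT groups and for part of those in the PRPR group. Of 50 splits of the same mice, the actual one included, 40, 50 and 8 gave as many features as the CTPR, PRCT and PRPR comparisons. piR-mmu-14239525 had 0 reads in all 10 PRPR mice, but also in 3 CTCT mice and 1 PRCT mouse, with 2.61 reads per 1000000 on average in the CTCT group. On simulated counts this test did not hold its false calls to the nominal share, so the remaining calls cannot be told apart from chance.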

How the results depend on the processing

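The alternatives were set before the data were examined, except those said to be chosen after seeing the data. The cause of a change was not tested unless a value below shows it.

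In all alternatives, cellular tRNA, mitochondrial tRNA and piRNA were higher and snoRNA lower in the CTPR than in the CTCT group. Of the main results of the comparisons, 215 values under alternatives set beforehand kept their direction and side of the threshold, 11 became weaker, 10 stronger and 7 reversed, and 27 counts changed. Under alternatives chosen afterwards, 120 were kept, 5 became weaker, 32 stronger and 5 reversed, and 9 counts changed. Among single classes outside the 4 discussed and single features, 364 were kept, 66 became weaker, 6 stronger and 22 reversed under alternatives set beforehand, and 128, 37, 0 and 9 under those chosen afterwards.

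With litter as a replicate block, the paired differences in the CTPR group were 4.22 points for cellular tRNA (exact permutation P = 0.0859), -7.79 for snoRNA (exact permutation P = 0.0859) and 2.15 for mitochondrial tRNA (exact permutation P = 0.0781), none past the threshold that each passed without the block, and the interaction for mitochondrial tRNA was 2.58 (exact permutation P = 0.0743). The correlation of littermates' deviations was 0.39, 0.55 and 0.13 for these classes. The blocked differences leave out mice without a littermate in the other group. Their smaller size comes from that, as pairing does not change a mean difference. Mitochondrial rRNA, with a correlation of 0.85, passed the nominal threshold only with the block (0.310 points, exact permutation P = 0.0469, against 0.304 points and P = 0.405 without it). In edgeR with the block, 9 tRNA fragments in place of 14 had a nominal P under 0.05 in the CTPR group, tRNA-Arg-CCG had a log2 fold change of -0.14 and tRNA-Val-CAC of -0.0814, both reversed in sign, and 0 features in place of 3 had an adjusted P under 0.05 (231 at an unadjusted P under 0.05). The blocked fit also held only the 2 groups compared. Without the block, such a fit gave 12 fragments and already 0 features, so the fall from 3 features is not due to the block.

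On the log2 scale, snoRNA in the CTPR group differed by -0.71 (exact permutation P = 0.0584), no longer past the threshold. Small differences reversed, namely piRNA in the PRPR group (0.0829), snoRNA in the PRCT group (0.0370), lincRNA in the CTPR group (0.0256) and rRNA in the PRCT and PRPR groups (-0.0203 and 0.0178). On log-ratios, the composition of the CTPR group gave a permutation P of 0.0522. With reads outside snoRNA as the denominator, the interaction for mitochondrial tRNA was 3.24 (permutation P = 0.0513), and all other reads in the PRPR group (-2.12) and rRNA in the PRCT group (-0.0389) reversed. With the reads counted per mouse as the denominator, all other reads (-0.813) and rRNA (0.00574) in the PRPR group reversed.

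With litter 47I grouped by the sample labels, the interaction for mitochondrial tRNA was 2.68 (permutation P = 0.0603), rRNA in the PRCT group reversed (-0.0319) and 6 features were called in the CTPR group. Without litter 47I, piRNA in the CTPR group was 6.50 points higher (exact permutation P = 0.0472) and piRNA in the PRCT and PRPR groups reversed (0.131 and 0.556). The nominal tRNA fragments then numbered 22 in the CTPR group, 2 in the PRCT group and 2 in the PRPR group, and 5 features were called in the CTPR group. Without litter 02A, piRNA in the CTPR group was 6.93 points higher (exact permutation P = 0.0449), while lincRNA in the CTPR and PRPR groups (0.255 and 0.0123), rRNA in the CTPR and PRPR groups (0.0318 and 0.143) and snRNA in the PRPR group (-0.000956) reversed. The PRCT group then had 3 nominal tRNA fragments, and 6 features were called in the CTPR group.

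Without mouse 07C3, an alternative chosen after seeing the data, snoRNA in the CTPR group was -9.45 points (exact permutation P = 0.0570), the composition gave a permutation P of 0.0520, 7 nominal tRNA fragments remained, and snoRNA in the PRCT group (1.08), tRNA-Arg-CCG (-0.0725) and tRNA-Val-CAC (-0.0596) reversed. Without mice 07C3, 35F2, 31A3 and 08G5, also chosen after seeing the data, cellular tRNA in the CTPR group was 5.30 points higher (exact permutation P = 0.0622), snoRNA differed by -8.78 points (exact permutation P = 0.0901), the composition gave a permutation P of 0.0795 and 3 nominal tRNA fragments remained. Several differences reversed, with snoRNA at 1.01 in the PRCT group and 1.86 in the PRPR group, all other reads at -0.283 and -1.50, rRNA in the PRCT group at -0.0140, unannotated reads in the CTPR group at 0.281, tRNA-Arg-CCG at -0.11 and tRNA-Val-CAC at -0.0802. Features with an adjusted P under 0.05 then numbered 0, 0 and 2 in the CTPR, PRCT and PRPR groups (517, 502 and 436 at an unadjusted P under 0.05). Leaving out mouse 35F2 alone, chosen after seeing the data, gave 0, 0 and 3 (620, 412 and 341 unadjusted). With classes taken from 1 database, also chosen afterwards, rRNA in the CTPR group reversed (0.0274).

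Fisher's test depended on how the percentages were rounded. Bonferroni-corrected values were 3.00e-05 for the CTPR group with percentages rounded per mouse and summed, 0.0015 for each of the 3 groups with a column per mouse, and 0 to the precision of the computation for each group with a chi-square test on reads. Among 24 combinations of rounding, class definition, mice and grouping of litter 47I, tried while looking at the data, those with summing gave 3.00e-05 for the CTPR group and those with a column per mouse gave 0.0015 for every group. A column per mouse gave the smallest value that its number of tables allows, so it does not rank the groups. Nor does it compare them, as it tests whether any mice differ from each other.

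Nominal tRNA fragments in the CTPR and PRCT groups numbered 4 and 4 with edgeR's TMM, 5 and 2 with DESeq2's own size factors, and 39 and 7 with each of 185 tRNA features listed, which also gave 5 in the PRPR group. Fitting only the 2 groups compared gave 2 in the PRPR group. With TMM, tRNA-Arg-CCG (-0.49), tRNA-Lys-CTT (-0.31) and tRNA-Val-CAC (-0.44) reversed, and with DESeq2's own size factors tRNA-Arg-CCG (-0.62), tRNA-Lys-CTT (-0.40), tRNA-Val-CAC (-0.60) and tRNA-Pro-AGG (-0.0331) did. DESeq2's own size factors also gave 1 fragment with an adjusted P under 0.05 in the CTPR group, where every other setting gave 0. This fragment, like all 5 nominal ones in the CTPR group with these size factors, was lower than in the CTCT group, opposite to the main fit.

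Features with an adjusted P under 0.05 numbered 397, 273 and 267 in the CTPR, PRCT and PRPR groups with no filter on low counts. Fitting only the 2 groups compared gave 0 in each (332, 75 and 61 at an unadjusted P under 0.05). DESeq2 with its own size factors gave 8 in the PRCT group, and with size factors from reads mapped to the genome 5 in the CTPR and 7 in the PRCT group. edgeR's older method, chosen after seeing the data, gave 3 in the PRPR group.

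For %A and methylation, r in the CTPR group was -0.516 on litter means (permutation P = 0.105) and -0.384 without the 2 mice farthest in %A (permutation P = 0.175), and r in the PRPR group reversed to 0.224. On litter means without the 2 litters farthest in %A, a check added after seeing the data, r was 0.231 in the CTCT group and 0.626 in the PRPR group, both reversed. Without the 2 mice farthest in the class percentage, r of snoRNA with methylation was 0.137 in the CTCT group, 0.119 in the CTPR group and -0.0565 in the PRPR group, the latter 2 reversed, and r of cellular tRNA with methylation in the CTCT group was -0.715 (exact permutation P = 0.0443). The share of tRNA reads by length, in either length window, was not run.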

Differences from the paper's values

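The paper's corrected P for the class composition is 0.001 for the CTPR group and 0.09 for the PRCT group, against 1 and 1 here with group mean percentages rounded (Fisher's exact test). The paper's methods speak of rounding the percentages in each sample, so the readings that round per mouse are nearer to that wording. For the CTPR group, of the alternatives set before the data were examined, a table with a column per mouse and 2000 simulated tables gave 0.0015. The same reading within the combinations chosen after seeing the values did so too. As 0.0015 is the smallest value that 2000 tables allow, its nearness to the paper's 0.001 is no evidence that this reading was used. That reading also gave 0.0015 for the PRCT and PRPR groups, where the paper has 0.09 and 0.99. It tests whether any mice differ from each other and does not compare the groups. Rounding per mouse and summing gave 3.00e-05, 0.136 and 1 for the 3 groups. The other alternatives did not close the gap for the CTPR group. For the PRCT group none of those set beforehand did, and none of the 24 combinations chosen after seeing the values did, the closest being 0.135. No setting that was run gave all 3 of the paper's values.

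The miRNA percentage was about 1.7 in the CTCT group, about 1.4 in the PRCT group and about 1.4 in the PRPR group in Fig. 4a, read by eye, against 3.64, 3.31 and 3.38 here. With all reads of the library as the denominator the values were 2.03, 1.82 and 1.81, within 1.5 times of the figure, but the same denominator moved the other classes away from it, with cellular tRNA in the CTCT group at 5.28 (about 10 in Fig. 4a), snoRNA in the CTCT group at 15.4 (about 25), piRNA in the CTPR group at 8.97 (about 16) and mitochondrial tRNA in the CTCT group at 1.68 (about 3.2), all of which differed. With 1 database per class, a setting chosen after seeing the values, the miRNA values were 1.52, 1.38 and 1.39. None of the other alternatives run for these percentages closed the gap. A difference was counted when it was both over 1.5 times and larger than the SD between mice. On the first part alone, miRNA in the CTPR group (4.28 against about 2.4 in Fig. 4a) and rRNA in the CTCT and PRCT groups (2.11 and 2.13 against about 1.4 and about 1.4) would also differ. The group means of cellular tRNA, mitochondrial tRNA, piRNA and snoRNA differed on neither part.

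Fig. 4b labels about 4 tRNA fragments for the CTPR group and about 5 for the PRCT group, read by eye, against 14 and 1 here. Of the alternatives set before the data were examined, edgeR's TMM normalisation gave 4 and 4, within 1.5 times of both. DESeq2's own size factors gave 5 in the CTPR group but 2 in the PRCT group, and each tRNA feature as listed gave 7 in the PRCT group but 39 in the CTPR group. Leaving out mice 07C3, 35F2, 31A3 and 08G5, chosen after seeing the values, gave 3 in the CTPR group but 1 in the PRCT group. The other alternatives closed neither gap.

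The figure places tRNA-Arg-CCG, tRNA-Lys-CTT and tRNA-Val-CAC below the CTCT group in the CTPR group, whereas their log2 fold changes here were 0.04, 0.30 and 0.05. With TMM normalisation they were -0.49, -0.31 and -0.44, and of the fragments labelled in the figure, 2 of 4 in the CTPR group and 3 of 5 in the PRCT group passed the nominal threshold, against 1 of 4 and 1 of 5 without it. The paper's methods name the reads mapping to the genome as the library sizes.

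The paper states that the class distribution of the CTPR group differed from that of the CTCT group. The permutation test over mice gave 0.0269, or 0.0806 after Bonferroni's correction. The paper names mitochondrial tRNA among the differences of the CTPR group. Here it was also 2.61 points higher in the PRCT group (exact permutation P = 0.00194, adjusted P = 0.0639). The legend of Fig. 3 gives 17 CTPR and 16 PRCT mice, whereas Table S2 lists values for 16 CTPR and 17 PRCT mice.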

Other observations

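The tests of cellular tRNA outside snoRNA, of the composition without mice 35F2 and 07C3, of mitochondrial tRNA with single CTCT mice left out, and of snRNA between littermates with depth removed were chosen only after the result was seen. The denominator outside snoRNA was itself an alternative set before the data were examined. Only its use to weigh an explanation was chosen afterwards.

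The higher cellular tRNA and lower snoRNA of the CTPR group were weighed against depth. Depth was taken as reads mapped to the genome. With the dependence on it removed, the differences were 6.23 points for cellular tRNA (exact permutation test, P = 0.0185) and -13.1 points for snoRNA (P = 0.0106). A linear effect of the mapped reads therefore does not account for the differences without regard to litter. All reads of the library were higher in the CTPR group (mean 12011300 ± 582312, SD) than in the CTCT group (11179000 ± 350652). They were not adjusted for, so that measure of depth remains open. Between littermates the CTPR mouse was sequenced more deeply in 7 of 8 litters (exact sign-flip permutation test, P = 0.0156), and there depth and diet cannot be told apart. Cellular tRNA among the reads outside snoRNA still differed (exact permutation test, P = 0.0423), so a fall in snoRNA within a fixed total does not fully account for it. The composition of the CTPR group had a permutation P of 0.0391 without CTCT mouse 35F2, whose class totals exceed its reads, so a fault in those totals does not by itself account for the difference. It had a P of 0.0520 without CTCT mouse 07C3, whose totals of reads matching the genome are not inconsistent, and of 0.0795 without both. The difference therefore depends in part on 07C3, the CTCT mouse with the most snoRNA, and no fault was found in the totals used for it.

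The 14 tRNA fragments with a nominal P under 0.05 in the CTPR group were set against splits of the same mice that part littermates in the same way. Of 100 splits, the actual one included, 3 gave as many, with a median of 0 and a highest of 30. For the 1 fragment of the PRCT group, 96 of 100 splits gave as many. For the PRPR group, and for fragments with an adjusted P under 0.05 in each of the 3 groups, the count was 0 (14, 1 and 0 at an unadjusted P under 0.05), which all 100 splits reach, so that these splits test nothing. The fragments rise together with the cellular tRNA percentage, and with TMM normalisation 4 fragments passed, 3 of them lower.

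Mitochondrial tRNA was lowest in the CTCT group, and the CTPR, PRCT and PRPR groups lay 2.53, 2.61 and 2.03 points above it, with 9 of 9, 9 of 9 and 8 of 10 mice above the CTCT median. Between littermates, it was higher in the CTPR mouse in only 5 of 8 litters, by 2.15 points (exact sign-flip permutation test, P = 0.0781), no longer past the nominal threshold. No litter held both a CTCT and a PRCT or PRPR mouse. With the linear dependence on reads mapped to the genome removed, the difference of the CTPR group without regard to litter had P = 0.00804 (exact permutation test). All reads of the library were not adjusted for. With each CTCT mouse left out in turn, the largest P was 0.0118 for the CTPR group and 0.0037 for the PRCT group (exact permutation tests). One hypothesis is that PR at either time raises mitochondrial tRNA fragments in sperm. No comparison passed the adjustment over 33 tests (0.0966, 0.0639 and 0.374), and library batches were not tested, so the pattern may also be due to those, and the difference of the CTPR group within litters was not established.

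Between littermates, snRNA was higher in the PRPR than in the PRCT mouse in 9 of 9 litters, by a mean of 1.13 points ± 2.29 (SD; exact sign-flip permutation test, P = 0.00391, the smallest 9 pairs can give, adjusted P = 0.0859 over 22 comparisons). The differences ranged from 0.00901 to 7.16 points. The largest was that of mouse 51O3 (9.22%) from its littermate 51O1 (2.06%), so the mean rests largely on this litter. The PRPR mouse had more reads mapped to the genome in 3 of the 9 litters. With the linear dependence on depth removed, snRNA was still higher in the PRPR mouse in 9 of 9 litters, by 1.14 points (exact sign-flip permutation test, P = 0.00391). The slope was small (0.123 points per unit of log2 depth), so that removing it hardly moved the values, and effects of depth other than a linear one were not tested. Among the reads outside snoRNA, snRNA was higher in 8 of the 9 litters, so a fall in snoRNA does not fully account for it. The result fails the adjustment.

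The paper proposes that the rDNA and small RNA responses may be interconnected. In the mice with both measurements, the percentages of cellular tRNA and snoRNA were set against the methylation of A variants within each group, 8 relations in all, and the smallest adjusted P was 0.365, for snoRNA in the CTCT group (Pearson's r = 0.638, permutation P = 0.0456, Spearman's rho 0.515, permutation P = 0.134). Without the 2 mice farthest in snoRNA that r was 0.137. For cellular tRNA, r was -0.447 in the CTCT group (permutation P = 0.196, Spearman's rho -0.394, permutation P = 0.264) and -0.399 in the CTPR group (exact permutation P = 0.287, rho -0.533, exact permutation P = 0.148). Without the 2 mice farthest in cellular tRNA these became -0.715 (exact permutation P = 0.0443) and -0.681 (exact permutation P = 0.0925). No relation passed the adjustment with 9 or 10 mice per group, and a negative relation of cellular tRNA in the mice of CT dams is not ruled out.

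The wide range of snoRNA between mice could reflect RNA from other cells in the sperm samples. This was tested with microRNA markers chosen before the test. The share of marker reads among miRNA reads, within diet groups over 38 mice, correlated with snoRNA at r = 0.0721 for blood (permutation P = 0.666, Spearman's rho 0.147, permutation P = 0.378), r = -0.0742 for epithelial cells (permutation P = 0.660, rho -0.0776, permutation P = 0.643) and r = -0.249 for smooth muscle (permutation P = 0.132, rho -0.300, permutation P = 0.0671), with adjusted values of 0.666, 0.666 and 0.396 over the 3 relations. Without the 2 mice farthest on the marker share, r was 0.0460, -0.184 and -0.181. None of the correlations had a permutation P under 0.05, and that for blood was slightly positive. The markers made up a median of 0.0439%, 3.84% and 9.16% of miRNA reads for blood, epithelial cells and smooth muscle. A share of miRNA reads need not rise with RNA from such cells if much of the miRNA is itself theirs. A contribution of such cells to the range of snoRNA was therefore not detected, but it cannot be excluded.

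Littermates resembled each other in several classes. The correlation of their deviations from the group means, over 17 pairs, was 0.85 for mitochondrial rRNA, 0.59 for lincRNA, which includes litter 02A with the highest mouse of both groups, and 0.56 for miRNA. No resemblance is claimed for all other reads, since the class totals of mouse 08G5 differ from its reads by -1242386 and its value in that class may be those missing reads. It was 0.285 for rRNA, 0.172 for snRNA and -0.200 for unannotated reads, so littermates did not resemble each other in every class. For mice of different litters and groups the values lay between -0.0299 and 0.00657. These follow from the littermate values, because deviations cancel within each group, so they are no contrast.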
